# Loss of Pancreas upon Activated Wnt Signaling Is Concomitant with Emergence of Gastrointestinal Identity

**DOI:** 10.1371/journal.pone.0164714

**Published:** 2016-10-13

**Authors:** Jose Luis Muñoz-Bravo, Alvaro Flores-Martínez, Griselda Herrero-Martin, Sapna Puri, Makoto Mark Taketo, Anabel Rojas, Matthias Hebrok, David A. Cano

## Abstract

Organ formation is achieved through the complex interplay between signaling pathways and transcriptional cascades. The canonical Wnt signaling pathway plays multiple roles during embryonic development including patterning, proliferation and differentiation in distinct tissues. Previous studies have established the importance of this pathway at multiple stages of pancreas formation as well as in postnatal organ function and homeostasis. In mice, gain-of-function experiments have demonstrated that activation of the canonical Wnt pathway results in pancreatic hypoplasia, a phenomenon whose underlying mechanisms remains to be elucidated. Here, we show that ectopic activation of epithelial canonical Wnt signaling causes aberrant induction of gastric and intestinal markers both in the pancreatic epithelium and mesenchyme, leading to the development of gut-like features. Furthermore, we provide evidence that β -catenin-induced impairment of pancreas formation depends on Hedgehog signaling. Together, our data emphasize the developmental plasticity of pancreatic progenitors and further underscore the key role of precise regulation of signaling pathways to maintain appropriate organ boundaries.

## Introduction

Organ formation during embryonic development is controlled by a relatively small number of signaling pathways. These pathways, however, need to be precisely regulated in a spatio-temporal manner for the correct development of tissues and organs. Improper activation (or inhibition) of these pathways can result in severe impairment of cell specification and differentiation. The pancreas derives from the endodermal germ layer during gastrulation. In mice, the pancreas develops from two independent primordia (dorsal and ventral) of the foregut epithelium around 8.5–9 days of gestation (E8.5–9). The pancreatic epithelium expands and branches into the surrounding mesenchyme by E11.5. This early pancreatic epithelium contains multipotent pancreatic progenitor cells that give rise to all adult pancreatic cell types. Around E13.5, two distinct cellular domains are formed in the pancreatic epithelium. The epithelial "tips" of the branching epithelium become acinar progenitor cells while the "trunk" domain contains cells that will give rise to endocrine and ductal cells. This period is known as the "secondary transition", in which extensive endocrine and exocrine cell differentiation takes place. After the secondary transition, the differentiated pancreatic cells undergo further growth and differentiation with endocrine cells organizing into islets of Langerhans. The development of the mammalian pancreas has been intensively studied with the goal of generating ß-cells in vitro for transplantation therapy, significantly advancing our understanding of the underlying molecular mechanisms during the last several decades (see [1–4] for recent reviews on the subject).

The pancreas is of great medical relevance due to the devastating diseases associated with failure of this organ, including diabetes, pancreatitis and pancreatic cancer. Much of the molecular knowledge gained in pancreas development has also contributed to shed light on the mechanisms underlying adult organ homeostasis and metaplasia. Thus, it has become increasingly evident that many of the embryonic signaling pathways involved in pancreas development such as Hedgehog (Hh), Notch and Wnt signaling also play crucial roles in pancreas regeneration and cancer in the adult organism [5–8]. However, less is known about the link between these embryonic signaling pathways and developmental anomalies of the pancreas in humans. The study of these rare conditions in humans has revealed mutations in genes encoding master transcription factors that regulate pancreas embryonic formation in mice (reviewed in [1, 9]) but the role of signaling pathways remains largely unexplored.

Previous studies have established the importance of the canonical Wnt signaling pathway in embryonic pancreas formation as well as in postnatal organ function and homeostasis [10–13]. These studies have revealed a complex role of the canonical Wnt pathway on pancreas development fulfilling different functions at distinct stages of embryonic pancreas development. This is best illustrated by gain-of-function studies that have illuminated the importance of the timing of canonical Wnt activation during pancreas development. Precocious activation of β-catenin in the early stages of pancreas formation in mice (between embryonic day E10.5-E12.5) results in pancreas hypoplasia, while activation at a later time point during embryogenesis causes a marked increase in pancreas organ size [11, 14]. Similarly, overexpression of Wnt ligands in the early pancreatic domain causes severe pancreatic hypoplasia [13, 15]. While these studies indicate an inhibitory role of the canonical Wnt signaling pathway during early stages of pancreas formation, the underlying mechanisms remain to be elucidated. Also, while canonical Wnt signaling pathway seems to be important for the specification and patterning of several endoderm-derived organs such as intestine [16] and lung [17], whether this pathway plays a role in the initial specification and morphogenesis of the pancreas remains unclear.

In the present study, we show that activation of β-catenin in the prepancreatic endoderm impairs pancreas formation. Moreover, we demonstrate that ectopic β-catenin activation can redirect the developmental fate of pancreatic progenitors towards a gastrointestinal identity, a process mediated by Hedgehog signaling.

## Materials and Methods

### Mice

All procedures involving experimental animals were performed in accordance with European and local animal welfare laws, guidelines and policies. All experimental protocols were approved by the IBiS-Virgen del Rocio Ethics Committee and by the Committee on Animal Research at the University of California, San Francisco (permit number AN088473-01C). Animals were euthanized by cervical dislocation.

*Pdx1-Cre* [18], *Rfx6-Cre* [19] and *Ctnnb1*^*tm1Mmt/+*^ [20] mice carrying the floxed exon 3 allele of β-catenin have been previously described. Noon of the day when vaginal plugs are detected is treated as E0.5 day post coitum.

### Histological analyses

Tissue processing, histological and immunohistochemical analyses were performed as previously described [21]. Immunoperoxidase staining was performed with the ABC Elite and DAB kits (Vector). For Alcian Blue staining, deparaffinized slides were incubated in a solution of 10g/l 8GX Alcian blue pH 2.5 for 30 min, washed and counterstained with nuclear fast red (NFR). For Periodic acid-Schiff staining (PAS), deparaffinized slides were incubated in 0.5% periodic acid solution for 5 min at room temperature, rinsed, placed in Schiff reagent (Sigma-Aldrich) for 15 min and counterstained with hematoxylin. For Gomori's one-step trichrome staining, deparaffinized slides were pretreated with Bouin's solution (Sigma-Aldrich) for 1 hour at 56°C, placed in Weigert's iron hematoxylin for 10 min, stained with Gomori trichrome stain (Sigma-Aldrich) for 15 min and differentiated in 0.5% acetic acid for 2 minutes. Fluorescent and bright-field images were captured using a BX-61 microscope (Olympus) or LTC SP2 confocal microscope (Leica). Primary antibodies used are listed in S1 Table. All photomicrographs shown are representative of at least three independent samples of the indicated genotype. To quantify Cpa1-positive area at E13.5, the entire pancreatic tissue was sectioned in 5 μm thick sections and every fifth section was immunostained for Cpa1. The total pancreatic area, identified by morphology and localization, were measured using ImageJ software. For double Cpa1 and E-cadherin immunofluorescence, Cpa1-positive area was expressed as a ratio of total epithelial E-cadherin area to visualize epithelial area.

### Pancreas explants

E10.5 pancreatic rudiments and guts were dissected together and cultured in the air-liquid interface for 3 days on Millicell (Millipore) inserts as previously reported [22]. Briefly, guts were harvested in Hank’s balanced salts solution (HBSS) and cultured in 24-well plates with 350 μl of RPMI medium supplied with 10% fetal bovine serum, containing 100 U/ml penicillin, 100 μg/ml streptomycin and 2mM of L-glutamine. Cyclopamine (C4116 Sigma-Aldrich) was dissolved in DMSO (stock solution 10 mM) and added to the culture at a final concentration of 10 μM as previously described [23]. Medium was changed every other day.

### Whole Mount Immunostaining

Cultured explants were permeabilized and cleared as previously reported [24] with the following modifications. Cultured explants were fixed for 30 min at 4°C in 4% (wt/vol) paraformaldehyde in phosphate-buffered saline (PBS). Primary and secondary antibodies were incubated at 4°C for 24 and 48 hours respectively with gentle rocking. *z-*stack confocal images were taken every 1 μm using a LTC SP2 confocal microscope (Leica). Area quantification was performed with ImageJ (NIH).

### Quantitative real-time PCR

For RNA isolation, dorsal pancreatic buds at different stages were quickly dissected in cold PBS and placed into 10 volumes (w/v) of RNAlater (Qiagen) at 4°C over-night. Total RNA was isolated using the RNeasy Kit (Qiagen) following manufacturer instructions. DNAse I treatment (Sigma) was used prior to retrotranscriptase reaction to ensure elimination of all genomic DNA. cDNA was synthesized using Omniscript reverse transcriptase (Qiagen). Real-time quantitative PCR was performed with SYBR Green PCR Master Mix (Applied Biosystems) using a 7900HT real-time PCR system (Applied Biosystems). Relative quantification of RNA levels was calculated using ΔΔCt method. Cyclophilin A (peptidylprolyl isomerase A—Mouse Genome Informatics) was selected from a panel of 6 reference genes as the most stable. Results are expressed as fold relative to levels in control pancreata (value of 1). Primers were selected and validated for gut and pancreatic tissue in accordance to MIQE guidelines [25]. Primer sequences are listed in S2 Table.

### Microarray Analysis

Pancreata were dissected from E13.5 embryos and stored in RNAlater (Qiagen) until genotyped was performed. Once genotyped, 3 pancreata from *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control embryos were pooled and total RNA was isolated using the RNeasy Kit (Qiagen) following manufacturer instructions. Expression analysis was performed in three independent pools of both *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control pancreata using Affymetrix Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) following manufacturer's instructions at CABIMER Genomic Core Facility. Statistical analysis of the microarray data was done by LIMMA (Linear Models for Microarray Analysis) using R software. This analysis applies a t-test empirically adjusted by a Bayes test. Microarray data were deposited in Gene Expression Omnibus database (GEO; accession number: GSE82342).

### Statistical analysis

Significance was determined using two-tailed Student’s *t*-test, and one-way ANOVA (post-hoc Tukey HSD test). *p*<0.05 was considered significant. Data are presented as mean ± s.e.m.

## Results

### Activation of Wnt/ β-catenin induces loss of pancreatic identity

To evaluate the effect of canonical Wnt pathway activation on pancreas formation, we crossed mice carrying a floxed exon 3 activating allele of β-catenin (*Ctnnb1*^*tm1Mmt/+*^) [20] with mice expressing Cre recombinase under control of the pancreatic and duodenal homeobox 1 (*Pdx1*) promoter (*Pdx1-Cre* mice)[18]. Confirming previous studies [11], we found that newborn mutant *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice displayed a dramatic reduction of pancreatic tissue in both the splenic and gastric lobes (S1 Fig). The pancreatic remnant was clearly distinguishable from adjacent stomach and duodenum (S1 Fig). Histological and immunofluorescence analysis revealed the presence of epithelial cysts and abundant stroma in the pancreatic remnant (S1 Fig). Scarce pancreatic tissue with normal appearance could also be observed (S1 Fig). However, in these cells, β-catenin localization was restricted to the membrane with no apparent nuclear or cytoplasmic accumulation (S1 Fig) likely due to inefficient excision of the *Ctnnb1*^*tm1Mmt/+*^ transgene by the Cre recombinase.

To determine the specific period in which β-catenin activation impaired embryonic pancreas formation, we analyzed *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata at various developmental stages. The first phenotypes were observed between E12.5-E13.5, with the pancreatic epithelium of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/*^ embryos displaying abnormal lumen dilations (Fig 1A and 1B). Between E13.5 and E15.5, a dramatic morphogenetic remodeling occurs in the pancreatic epithelium that results in the formation of different progenitor domains, with proacinar progenitor cells located at the tips of the branching epithelium and ductal-endocrine precursors located along the epithelial trunk [26]. At E13.5, the control pancreas formed a branched epithelial (marked by E-Cadherin expression) tree with tips positive for Carboxypeptidase A1 (Cpa1) (Fig 1C). In contrast, the *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic epithelium did not branch properly with a decrease in Cpa1-positive tips and abnormally expanded lumens (Fig 1D and 1G). The dilated epithelial areas were associated with loss of apical ductal markers such as Mucin-1 [27] (Fig 1E and 1F), although localization of basal and basolateral ductal markers laminin and E-cadherin was not affected (Fig 1E and 1F). By E15.5, the disorganization of the pancreatic epithelium and the lack of normal pancreatic tissue in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos were clearly apparent (S2 Fig). The epithelial dysmorphogenesis of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata was associated with defective cell differentiation. Immunofluorescence and quantitative RT-PCR analyses of embryonic pancreata revealed a significant decrease in the expression of transcription factors essential for pancreas formation including Pdx1 (Fig 1H, 1I and 1N), Nkx2.*2* (Fig 1J, 1K and 1N), Nkx6.1 (Fig 1L, 1M and 1N), Ptf1a and Ngn3 (S2 Fig), Hhex and Sox9 (Fig 1N). Cells with normal levels of these pancreatic transcription factors were also found in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata but, similar to what was observed in newborn pancreata, no nuclear β-catenin localization was observed (Fig 1I). To further characterize the molecular changes induced by β-catenin activation, we performed whole transcriptome analysis on *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata. 

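RNA from 3 E13.5 pancreata was pooled for each sample, and 3 pools of *Pdx1-Cre; Ctnnb1* tm1Mmt/+ pancreata (mutant pools) and 3 pools of control pancreata were each hybridized to 1 Affymetrix Mouse Gene ST array, which measures most exons of a gene with several probes. In these mice Cre, expressed from the Pdx1 promoter in the pancreatic primordium, removes exon 3 of 1 copy of Ctnnb1 and leaves a β-catenin that escapes degradation. Ctnnb1 itself had array values of 12.36, 12.14 and 12.33 (log2) in the control pools and 12.64, 12.37 and 12.65 in the mutant pools, a log2 change of 0.28 (standard error 0.11, adjusted p = 0.148 from limma). The array gives 1 value for probes spread over the transcript, so this value is no check of the loss of exon 3.
Across the transcriptome, 1313 of 19938 genes were higher and 1502 were lower in the mutant pools at an adjusted p under 0.05 from limma, and 260 of those that were higher and 417 of those that were lower changed at least 2-fold. The arrays of the 2 genotypes did not overlap in 6153 genes, 30.9% of those tested, where chance gives 10%. Arrays of the same genotype correlated at r = 0.993 to 0.997 across genes and arrays of different genotypes at r = 0.973 to 0.979 (genes are not independent replicates). Of the genes past the test 46.6% were higher, and with each array centred on the housekeeping genes 900 were higher and 1622 lower, so that 35.7% were higher. With each array centred on its median 1667 were higher and 1375 lower, so that 54.8% were higher, and which direction holds more genes depends on the scaling. Without mutant replicate 1, 843 genes were higher.
The authors' deposited table holds normalized log2 values with 1 row per transcript cluster of the array, and the normalization method is not given in the sources used here. Array medians lay between 6.37 and 6.47, and the values were used as deposited, with no further normalization and no filter on dim rows. Rows with a single gene symbol, 21789 in all, were tested, and a gene with several rows was represented by the row with the highest mean over the 6 arrays. Differences between genotypes were tested with limma and the Benjamini-Hochberg adjustment over all genes tested, and 3 pools per genotype limit the precision of each value. Gene lists for pancreatic, gut and other cell types and for signaling pathways were written before the data were examined, and each was tested with camera, a test of whether a list's genes move relative to all other genes.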

Microarray analysis confirmed a marked downregulation of pancreatic genes in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ E13.5 embryonic pancreata (Table 1). 

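All 21 genes of Table 1 analysed here were lower in the mutant pools than in the control pools, with a median log2 change of -2.69 (n = 3 pools per genotype, adjusted p under 0.05 from limma for each gene). Pdx1, the transcription factor that marks the pancreatic primordium, fell 17.8-fold, from an array value of 9.93 ± 0.06 (log2, SD, n = 3) to 5.77 ± 0.16 (log2 change -4.16, standard error 0.10, adjusted p = 2.68e-08 from limma). Neurog3, which starts endocrine differentiation, fell 24.5-fold (log2 change -4.61, standard error 0.19, adjusted p = 3.84e-07). Cpa1, a digestive carboxypeptidase, fell 14.5-fold (log2 change -3.86, standard error 0.13, adjusted p = 1.42e-07). The smallest decrease of the table was that of the homeobox gene Hhex, 2.52-fold (log2 change -1.33, standard error 0.15, adjusted p = 0.000182). The study chose this table on these arrays, so its count is not independent evidence of direction.

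**Figure D1:**
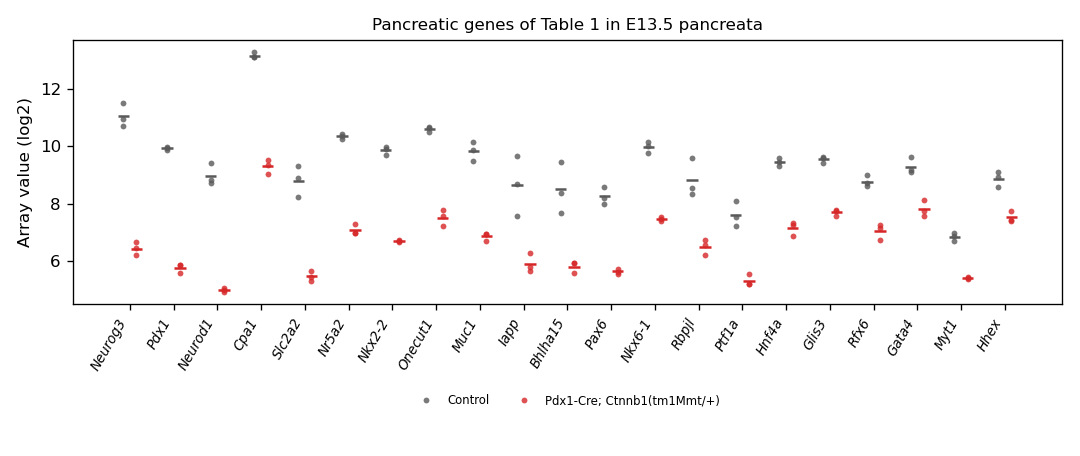
Array values (log2, vertical axis) of the 21 genes of Table 1 in E13.5 pancreata. Each point is 1 pool, horizontal bars are the means of 3 control pools (grey) and 3 mutant pools (red), and for every gene the 3 mutant pools lie below the 3 control pools.

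Lists of the pancreatic lineages that were set before the data were examined hold some of the genes of Table 1. Of 26 endocrine genes, 23 were lower, 1 was higher and 2 did not pass the test (23 lower and 1 higher when adjusted over the list alone), among them Neurod1 (log2 change -3.99, standard error 0.17) and the granule protein gene Chgb (-3.72, standard error 0.14). Of 22 acinar genes, 14 were lower, 1 was higher and 7 did not pass (15 lower and 1 higher when adjusted over the list alone), led by the chymotrypsinogen gene Ctrb1 (log2 change -5.38, standard error 0.31), Pnliprp1 (-5.28, standard error 0.27) and the colipase gene Clps (-4.87, standard error 0.19). Among 16 trunk and duct genes 8 were lower, none was higher and 8 did not pass (9 lower and 1 higher when adjusted over the list alone), with Onecut1 at a log2 change of -3.08 (standard error 0.14), Muc1 at -2.98 (standard error 0.16) and Sox9 at -0.33 (standard error 0.13, adjusted p = 0.14). Among 18 factors of pancreatic progenitors 9 were lower, 2 were higher and 7 did not pass (11 lower and 2 higher when adjusted over the list alone). The 2 that were higher, Foxa1 (log2 change 0.72, standard error 0.14) and Hnf4g (0.55, standard error 0.11), are factors of the gut endoderm as well and were named after their values were seen. General epithelial genes were lower too, 21 of 24 with none higher (23 lower when adjusted over the list alone), with a median log2 change of -0.79, and Krt8 and Cdh1 had log2 changes of -1.84 (standard error 0.12) and -1.68 (standard error 0.13). Of 16 liver genes, 7 were lower, none was higher and 9 did not pass (8 lower when adjusted over the list alone), and 3 of them, Serpina6 (log2 change -5.39, standard error 0.25), Ambp (-4.97, standard error 0.10) and Vtn (-4.42, standard error 0.09), were among the 12 largest decreases of all genes. Serpina1c (-5.52, standard error 0.25) and Ugt2b34 (-5.52, standard error 0.22) headed those decreases, and both belong to gene families whose members can share probes.
The camera test gave adjusted p = 1.77e-29 for the endocrine genes (adjusted p = 0.0705 with an estimated correlation), 4.81e-16 for the acinar genes (adjusted p = 0.139 with an estimated correlation) and 6.15e-07 for the trunk and duct genes (adjusted p = 0.0593 with an estimated correlation). For the progenitor factors it gave adjusted p = 3.32e-08 (adjusted p = 0.115 with an estimated correlation), for the general epithelial genes 3.11e-20 (adjusted p = 0.0705 with an estimated correlation) and for the liver genes 1.01e-07 (adjusted p = 0.0609 with an estimated correlation). Without the genes that the study chose, an alternative added after the data were seen, 15 of 18 endocrine, 9 of 17 acinar, 4 of 11 trunk and duct genes and 1 of 9 progenitor factors were lower (15, 10, 4 and 1 when adjusted over the list alone). The median log2 changes of these genes were -1.80, -0.61, -0.03 and -0.03, and the camera test of the progenitor factors then gave adjusted p = 0.945 (adjusted p = 0.965 with an estimated correlation, and a range of 7.6e-09 to 0.945 over the alternatives of the list). The acinar gene that was higher, Rnase1 (log2 change 0.34), lost its call without any 1 control pool or without mutant replicate 1 or 2 (adjusted p from 0.0575 to 0.176). The endocrine gene that was higher, Isl1 (log2 change 0.49), lost it without control replicate 1 or 3 or mutant replicate 1 or 3 (adjusted p from 0.0842 to 0.0976), and both genes were named after their values were seen.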

Consistent with the prominent nuclear accumulation of β-catenin, an increase in the expression of canonical Wnt signaling target genes was observed in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata indicating hyperactivation of the canonical Wnt signaling pathway (Fig 1O). Thus, ectopic β-catenin activation in the developing mouse pancreas severely impairs pancreatic epithelial tubulogenesis and cell differentiation.

**Fig 1:**
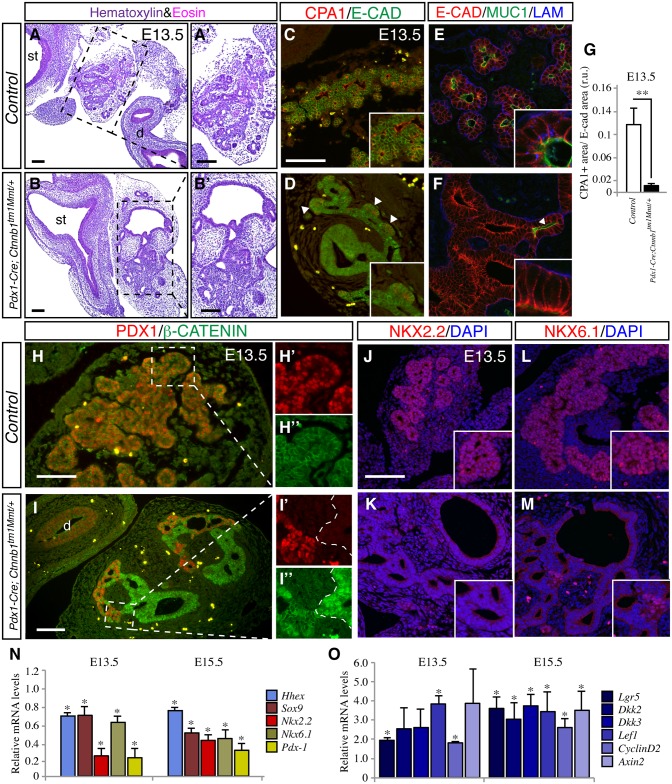
Loss of pancreatic cell identity in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreas. Hematoxylin/eosin staining of E13.5 pancreatic sections showing reduced branching and multiple dilations in the pancreatic epithelium of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata (A) compared to control pancreata (B). Boxed areas in A and B are shown in higher magnification in A' and B', respectively. The enzyme Carboxipeptidase A1 (Cpa1, red) is located in the acinar progenitor cell population found at the tips of the E13.5 branching epithelium stained for the epithelial maker E-cadherin (green) in control mice (C). Cpa1-positive cells (arrowheads) are reduced in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic epithelium (D). The pancreatic ductal epithelium in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos display loss of apical marker Muc-1 (green) (arrowheads) but normal basal (laminin, blue) and basolateral marker (E-cadherin, green) in dilated areas (F) compared to control pancreata (E). Insets show higher magnification pictures. (G) Quantification of Cpa1-positive area. Marked reduction in Pdx-1 expression in *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ pancreatic epithelium (I) at E13.5 compared to control pancreata (H). Note that in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic epithelium, Pdx-1 expression is dramatically reduced in cells displaying nuclear β-catenin accumulation while cells with only membranous β-catenin localization express significant Pdx-1 levels (I' and I''). Decreased expression of the embryonic pancreatic transcription factors NKX2.2 (J, K) and NKX6.1 (L, M) in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata. (N) Quantitative RT-PCR analysis of the expression of pancreatic transcription factors in E13.5 and E15.5 embryonic pancreas. (O) Quantitative RT-PCR analysis of the expression of canonical *Wnt* signaling target genes at E13.5 and E15.5 embryonic pancreas. Results in N and O are expressed as fold relative to levels in control pancreata (n = 3–6 embryos from each genotype). Data are presented as mean ± SEM; * p < 0.05 (Student's *t*-test). Scale bars 100 μm, (in A for A-B; in E for E-H; in I for I-J).

**Table 1:** Representative list of selected pancreatic genes downregulated in in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ E13.5 embryonic pancreata.

Gene	Fold change	p-value
Neurog3	-24.49	1.68E-07
Pdx1	-17.83	2.67E-09
Neurod1	-15.87	1.81E-07
Cpa1	-14.51	2.74E-08
Slc2a2	-10.06	5.49E-06
Nr5a2	-9.65	2.27E-08
Nkx2-2	-8.93	1.16E-08
Muc1	-7.86	8.50E-07
Onecut1	-7.72	1.36E-07
Iapp	-6.64	8.52E-04
Bhlha15	-6.45	3.40E-04
Pax6	-6.11	7.48E-07
Nkx6-1	-5.72	1.59E-07
Rbpjl	-5.01	1.99E-04
Ptf1a	-4.93	2.68E-05
Hnf4a	-4.89	1.55E-06
Glis3	-3.60	7.70E-07
Rfx6	-3.28	2.33E-05
Gata4	-2.77	1.26E-04
Myt1	-2.71	4.40E-04
Hhex	-2.52	8.68E-05
Hnf1a	-2.49	3.69E-05

### Canonical Wnt signaling activation leads to activation of gastric and intestinal gene expression

The cystic structures present in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata were lined by a single-layered cuboidal epithelium surrounded by dense mesenchyme (S1 Fig), features that are reminiscent of gut-like structures. To define the nature of the cystic structures, we examined a number of gastric and intestinal markers in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata. Alcian blue and periodic acid Schiff (PAS) staining revealed the presence of cells abnormally producing mucin in the pancreatic epithelium (Fig 2A–2D). In agreement with these observations, cells expressing gastric-specific mucin Muc5ac (Fig 2E and 2F) and cells expressing intestine-specific mucin Muc2 (Fig 2G and 2H) were found interspersed within the pancreatic epithelium of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice. To further characterize the cystic structures of *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ pancreata, we studied embryonic gastric and intestinal markers. Sox2 and Cdx2 are transcription factors essential for the formation of stomach and intestine, respectively [28, 29]. During embryonic development, Sox2 and Cdx2 are exclusively expressed in the foregut and intestinal lineages, respectively, thus permitting a clear distinction between stomach and intestine [30]. In newborn control pancreata, neither Sox2 nor Cdx2 was expressed in the pancreatic epithelium as assessed by immunohistochemical analysis (Fig 2M and 2N). However, a strong Sox2 signal was observed in the epithelial compartment of cysts in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata (Fig 2K and 2L). Interestingly, cells positive for the intestinal transcription factor Cdx2 were also found within the pancreatic epithelial cysts of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (Fig 2I and 2J). Colocalization experiments with Sox2 and Cdx2 revealed that cells of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata coexpress both markers (Fig 2O). To confirm the origin of the epithelial cysts of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata, we performed genetic lineage tracing experiments using *Pdx1-Cre* to irreversibly activate the expression of the reporter *R26R* (ß-galactosidase). X-gal staining of newborn *Pdx1-Cre; R26R; Ctnnb1*^*tm1Mmt/+*^ pancreata revealed that the epithelial cells lining the cysts were positive for β-galactosidase (S1 Fig), a result consistent with a pancreatic origin. Immunohistochemistry analysis on X-gal-stained sections revealed that the Pdx1-derived cells expressed gut markers such as Sox2 (Fig 2P). Consistent with the immunohistochemical data, microarray analysis revealed a prominent increase in stomach progenitor genes such as Sox2, Pitx1 and Barx1 (Table 2 and Fig 2Q) and intestinal progenitor genes such as Cdx2, Lgr5 and FoxL (Table 2 and Fig 2Q) indicating aberrant activation of the gastrointestinal genetic program during early embryonic stages. 

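All 12 genes of Table 2 were higher in the mutant pools, with a median log2 change of 1.604 (n = 3 pools per genotype, adjusted p under 0.05 from limma for each gene). Lgr5, a receptor of intestinal stem cells and a Wnt target, rose 21.8-fold, from 6.64 ± 0.15 (log2, SD, n = 3) to 11.08 ± 0.14 (log2 change 4.44, standard error 0.11, adjusted p = 2.68e-08 from limma). Cdx2, the homeobox gene of the intestinal epithelium, rose 1.97-fold (log2 change 0.97, standard error 0.10, adjusted p = 0.000121). Among stomach genes, Barx1 rose 2.39-fold (log2 change 1.25, standard error 0.14, adjusted p = 0.000175), Pitx1 1.99-fold (0.99, standard error 0.15, adjusted p = 0.00118) and Sox2 1.61-fold (0.69, standard error 0.14, adjusted p = 0.00853). This table too was chosen by the study on these arrays, so its count is not independent evidence of direction.

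**Figure D2:**
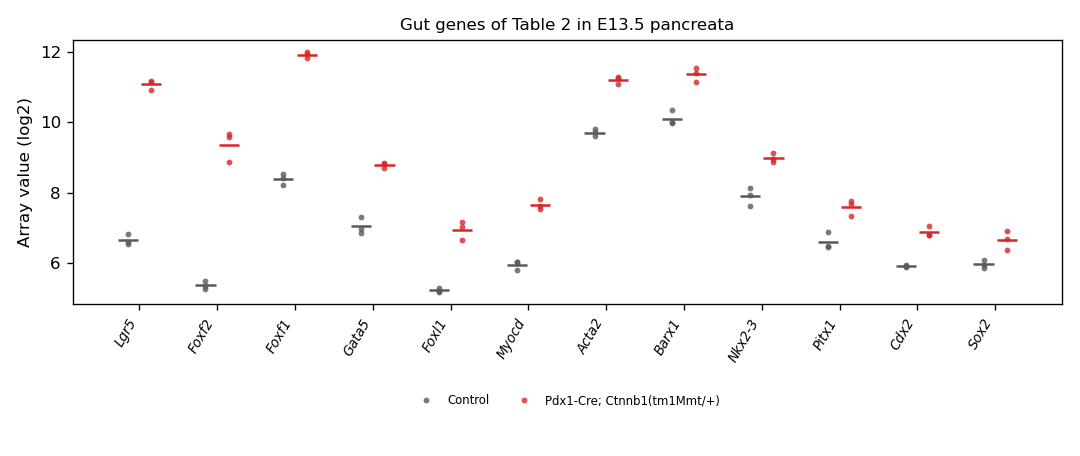
Array values (log2, vertical axis) of the 12 genes of Table 2 in E13.5 pancreata. Each point is 1 pool, horizontal bars are the means of 3 control pools (grey) and 3 mutant pools (red), and for every gene the 3 mutant pools lie above the 3 control pools.

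Of 26 stomach epithelial genes, 6 were higher, 3 were lower and 17 did not pass the test (6 higher and 3 lower when adjusted over the list alone). Transcription factors of the foregut and stomach were among those that rose, with Irx5 at a log2 change of 1.44 (standard error 0.13) and Irx3 at 1.29 (standard error 0.10), while the gastric genes Ctse (-0.94, standard error 0.18) and Atp4a (-0.92, standard error 0.09) fell. Of 29 intestinal epithelial genes, 4 were higher, 5 were lower and 20 did not pass (5 higher and 5 lower when adjusted over the list alone). Besides Lgr5 and Cdx2, Hnf4g and Reg4 (log2 change 0.40, standard error 0.10) were higher, and Vil1 (-1.19, standard error 0.13), Mep1a (-0.85, standard error 0.18), Gpa33 (-0.78, standard error 0.21), Ascl2 (-0.71, standard error 0.13) and Cdhr5 (-0.66, standard error 0.12) were lower. The mucin genes Muc5ac of the stomach and Muc2 of the intestine had log2 changes of 0.07 (standard error 0.09, adjusted p = 0.713) and 0.04 (standard error 0.10, adjusted p = 0.864). By camera, the stomach list had an adjusted p = 0.0884 (adjusted p = 0.528 with an estimated correlation) and the intestinal list an adjusted p = 0.697 (adjusted p = 0.93 with an estimated correlation), and the median of the intestinal list, -0.01, and its mean, 0.07, differ in sign. Without the genes that the study chose, an alternative added after the data were seen, 4 of 24 stomach genes were higher and 3 lower, and 2 of 27 intestinal genes were higher and 5 lower (4 and 3, and 3 and 5, when adjusted over the list alone). Atp4a, Cdhr5, Ascl2, Hnf4g, Reg4 and Gpa33 were named after their values were seen.
Among genes whose mean lies above the median of all genes tested, 7 genes of Table 2, 1 stomach gene and 1 intestinal gene were higher. That filter leaves dimmer genes out of the test. Of the 192 genes named or checked, 137 stayed in it and none of these lost its call. Sox2, Mep1a, Reg4 and Gpa33 no longer passed with all rows of the table in the fit (for Sox2 adjusted p = 0.0532, with a range of 0.000376 to 0.0532 over its alternatives), Reg4 also not without any 1 control pool or mutant replicate 2 or 3 (adjusted p from 0.0595 to 0.079), and Gpa33 not without control replicate 1 or 2 or mutant replicate 3 (adjusted p from 0.0582 to 0.12). For the increase of stomach and intestinal progenitor genes the paper cites both Table 2 and Fig 2Q. Fig 2Q shows Cdx2, Sox2 and Pitx1 higher at a later embryonic stage. From this increase, beside its immunohistochemical data, the paper reasons that the gastrointestinal genetic program was aberrantly activated at early embryonic stages.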

Summarily, these results show that β-catenin activation in the pancreatic primordium results in loss of pancreatic identity with pancreatic cells adopting the morphological and molecular features of gut-like cells.

**Fig 2:**
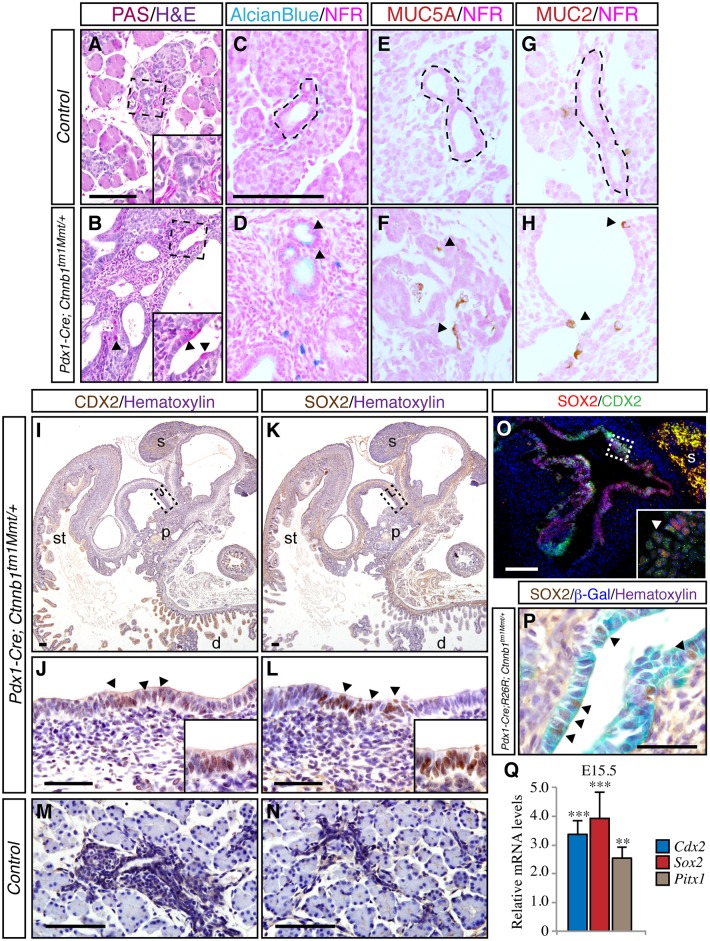
β-catenin stabilization induces activation of gastrointestinal genes. Staining for PAS (A, B) and Alcian Blue (C, D) in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control newborn pancreata. Immunohistochemical staining for the gastric-specific mucin Muc5ac (E, F), intestine-specific mucin Muc2 (G, H) in control and mutant *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ newborn pancreata. Arrowheads mark cells lining the epithelium positive for the gastrointestinal markers. Cdx2 accumulation in pancreatic cysts of newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice in low (I) and high (J) magnification pictures. Cdx2 is not detected in newborn control pancreata (M). Sox2 accumulation in pancreatic cysts of newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice in low (K) and high (L) magnification pictures. No expression of Sox2 is detected in control pancreata (N). The boxed areas in I and K are shown at higher magnification in J and L, respectively. Arrowheads in J and L indicate the areas shown in the insets at higher magnification. (O) Coexpression of Sox2 and Cdx2 in epithelial cells of pancreatic cysts in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice. The boxed area in O is shown at higher magnification in the inset. (P) Coexpression of β-galactosidase and Sox2 gastric marker in epithelial cells (arrowheads) of pancreatic cysts in newborn *Pdx1-Cre; R26R; Ctnnb1*^*tm1Mmt/+*^ mice. (Q) Analysis of the expression level of transcription factors specific of intestine (Cdx2) and stomach (Sox2 and Pitx1) showed a significant increase in expression in the pancreas of E15.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos. Results are expressed as fold relative to levels in control pancreata (n = 6 embryos from each genotype). Data are presented as mean ± SEM; ** p < 0.01 *** p < 0.001 (Student's *t*-test). st, stomach; d, duodenum. Scale bars, 100 μm.

**Table 2:** Representative list of selected intestinal and gastric genes upregulated in in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ E13.5 embryonic pancreata.

Gene	Fold change	p-value	Normal expression domain
Lgr5	21.75	3.54E-09	Intestinal stem cells
Foxf2	16.06	4.03E-07	Gut mesenchyme
Foxf1a	11.63	1.18E-08	Gut mesenchyme
Gata5	3.35	3.96E-06	Heart and gut
FoxL1	3.31	3.47E-06	Gut mesenchyme
Myocd	3.26	2.25E-06	Gut mesenchyme
Acta2	2.83	1.67E-06	Smooth muscle
Nkx2-3	2.12	1.72E-04	Gastrointestinal mesenchyme
Pitx1	1.99	5.21E-04	Stomach
Cdx2	1.97	3.32E-05	Intestine
Sox2	1.61	3.29E-03	Stomach
Barx1	2.39	7.74E-05	Stomach mesenchyme

### Elevated canonical Wnt signaling causes a dramatic reorganization of the surrounding mesenchyme

One of the most distinctive features of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata in newborn mice was the dramatic increase in mesenchymal tissue (S1 Fig). Trichrome staining revealed a thick mesenchyme layer surrounding the epithelium of the cystic structures in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice in contrast to the scarce mesenchymal tissue present in control mice (Fig 3A and 3B). To further characterize this expanded mesenchymal tissue, immunofluorescence analysis was performed with antibodies against laminin and smooth muscle actin (SMA). In control pancreas, SMA was found only in big blood vessels while laminin was detected surrounding all the epithelial structures (Fig 3C and 3E). Interestingly, in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata, the cystic structures were surrounded by a basement membrane and a thick layer of mesenchyme tissue positive for SMA (Fig 3D and 3F). A bilayer of SMA-positive cells with intercalated Tuj1-positive cells (indicative of the presence of neural cells), features characteristic of gut mesenchyme, was observed in some big pancreatic cysts in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (Fig 3F). This dramatic expansion of condensed mesenchyme seemed to be due to non-cell autonomous effects, secondary to β-catenin activation in the epithelial compartment, as suggested by the lack of nuclear β-catenin in mesenchymal cells of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata (S1 Fig). Indeed, X-gal staining of *Pdx1-Cre; R26R; Ctnnb1*^*tm1Mmt/+*^ pancreata revealed that cells positive for β-galactosidase were found only in the epithelial compartment (S1 Fig), ruling out an epithelial-mesenchymal transition phenomenon. Analysis of embryonic stages revealed expansion of SMA-positive mesenchymal cells as early as E13.5, concordant with the formation of dilated tubular epithelial structures (Fig 3G and 3H). At this stage, a significant increase in the proliferation of both mesenchymal and epithelial cells of embryonic *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata was noted (Fig 3I–3L). 

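The forkhead genes Foxf1 and Foxf2, which are active in the mesenchyme of the gut, rose in the mutant pools by 11.6-fold (log2 change 3.54, standard error 0.11, adjusted p = 9.19e-08 from limma, n = 3 pools per genotype) and 16.1-fold (log2 change 4.01, standard error 0.19, adjusted p = 7.22e-07). A further row of Foxf1 on the array gave 8.18-fold. Foxl1, a factor of the mesenchyme next to the gut epithelium, rose 3.31-fold, from 5.22 ± 0.07 (log2, SD, n = 3) to 6.95 ± 0.27 (adjusted p = 1.55e-05), and Myocd, the coactivator of smooth muscle genes, rose 3.26-fold, from 5.95 ± 0.13 to 7.65 ± 0.16 (adjusted p = 5.84e-06). Nkx2-3, a homeobox gene of the visceral mesoderm, rose 2.12-fold, from 7.89 ± 0.25 to 8.98 ± 0.14 (adjusted p = 0.00041).
Of 20 regulators of gut mesenchyme, a list set before the data were examined that holds these 5 genes, 14 were higher, none was lower and 6 did not pass the test (14 higher and 1 lower when adjusted over the list alone). Bmp4, which the gut mesenchyme makes in response to epithelial signals, was another of them (log2 change 2.20, standard error 0.11). Of 20 smooth muscle genes, 10 were higher, 2 were lower and 8 did not pass (11 higher and 2 lower when adjusted over the list alone). The actin genes Actg2 (log2 change 1.84, standard error 0.18) and Acta2 (2.83-fold, adjusted p = 5.73e-06) rose, and Des (-1.11, standard error 0.13) and Kcnmb1 (-0.90, standard error 0.15), both named after their values were seen, fell. General mesenchymal genes went both ways, with 7 of 25 higher, 3 lower and 15 not passing (10 higher and 4 lower when adjusted over the list alone) and a median log2 change of 0.24. Tcf21, a factor of visceral mesenchyme that is also on the list of gut regulators, rose (1.26, standard error 0.14), and Prrx1 (-2.49, standard error 0.14) and Zeb1 (-0.89, standard error 0.09) fell.
Markers of other cell types moved beside these groups. Of 17 neural and glial genes, 12 were lower, 1 was higher and 4 did not pass (14 lower and 2 higher when adjusted over the list alone), with Ret at a log2 change of -2.59 (standard error 0.09) and Dcx at -2.32 (standard error 0.12). Of 10 mesothelial genes, 4 were lower and none was higher (4 lower when adjusted over the list alone), with Lrrn4 at -0.94 (standard error 0.15). The camera test gave adjusted p = 5.29e-10 for the gut regulators (adjusted p = 0.0593 with an estimated correlation), 0.000139 for the smooth muscle genes (adjusted p = 0.0671 with an estimated correlation) and 0.221 for the general mesenchymal genes (adjusted p = 0.661 with an estimated correlation). For the neural and glial genes it gave adjusted p = 2.24e-09 (adjusted p = 0.0593 with an estimated correlation) and for the mesothelial genes 0.0041 (adjusted p = 0.274 with an estimated correlation). Without the genes that the study chose, an alternative added after the data were seen, 8 of 14 gut regulators were higher and none was lower (8 higher and 1 lower when adjusted over the list alone), with a median log2 change of 0.54. Without mutant replicate 1, 4 general mesenchymal genes were higher.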

Consistent with the morphological and immunohistochemical data indicating expansion of gut-like mesenchyme in embryonic *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata, microarray analysis and quantitative PCR analysis revealed increased expression of several transcriptional regulators linked to gastrointestinal mesenchyme differentiation including Nkx2-3, FoxF1, FoxL1, Barx1 and myocardin (specific to the smooth muscle cell lineage)[31, 32] (Table 2 and Fig 3M). Of note, Barx1 is a transcription factor specifically expressed in stomach mesenchyme during embryonic development, consistent with the increased Sox2 and Pitx1 expression observed in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata. Thus, activation of the canonical Wnt pathway in the pancreatic epithelial compartment results in the acquisition by surrounding mesenchyme of features usually associated with gastrointestinal lineages, illustrating a dramatic regulatory role of the epithelium on the mesenchyme during embryonic development.

**Fig 3:**
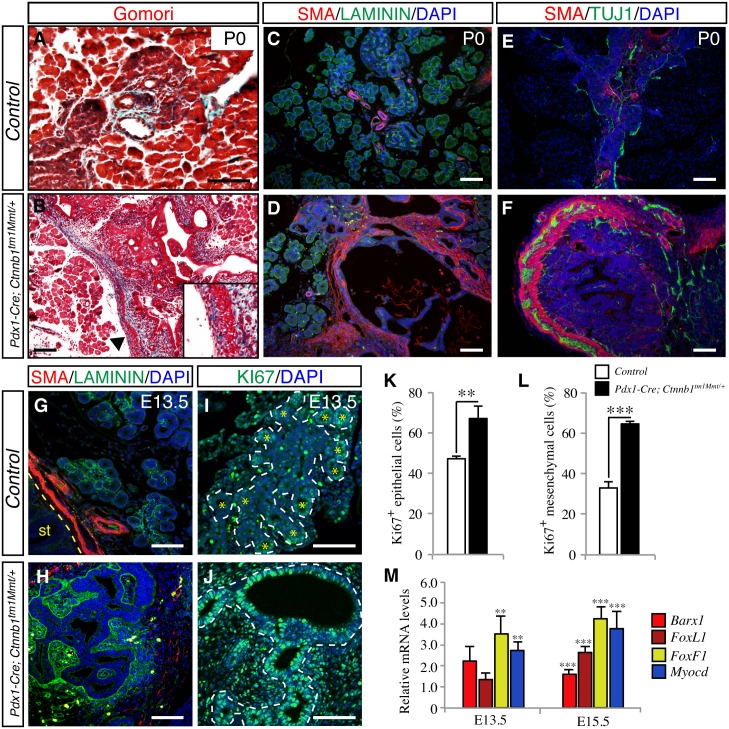
Increased mesenchyme in pancreas with activated β-catenin signaling. Gomori staining shows increased mesenchyme surrounding the epithelium of the pancreatic cystic structures in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (B) compared to control mice (A). Arrowheads in B indicate the region enlarged in the inset. Immunofluorescence for antibodies against laminin and smooth muscle actin (SMA) suggest formation of smooth muscle in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreas (D). SMA-positive layers are only found associated with big blood vessels in control pancreata (C). Tuj1-positive cells are intercalated in the SMA-positive layer surrounding the cysts in newborn *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ pancreata (F) compared to control pancreata (E). Increased pancreatic mesenchyme in *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ embryos (H) compared to control embryos (G) is observed during early stages of pancreas formation. Increased proliferation (marked by Ki-67 immunostaining) of epithelial and mesenchymal cells in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata (J) compared to control pancreata (I). Note that proliferative epithelial cells in control embryonic pancreata are preferentially located at the tips of the branching epithelium (yellow asterisks). Pancreatic epithelium is outlined in white dashed line. Quantification of proliferating epithelial (K) and mesenchymal (L) cells in E13.5 embryonic pancreas. Results are shown as percentage of KI67^+^ cells. (n = 3 embryos from each genotype). (M) Analysis of the expression level of mesenchymal gastrointestinal markers shows a significant increase in expression in the pancreas of E13.5 and E15.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos. Results are expressed as fold relative to levels in control pancreata (n = 3–6 embryos from each genotype). Data in K, L and M are presented as mean ± SEM; ** p< 0.01, *** p< 0.001 (Student's *t*-test). Scale bars 100 μm.

### ß-catenin activation in the foregut endoderm severely impairs pancreas formation

Our results indicate that β-catenin activation in the Pdx-1 domain redirects the developmental fate of the embryonic pancreas towards a gastrointestinal phenotype, however, the formation of the pancreatic bud is initiated in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (Fig 1A–1D). Since canonical Wnt signaling has been implicated in patterning of the primitive gut endoderm [16, 33, 34], we wanted to determine whether β-catenin activation could affect the initiation of pancreatic bud outgrowth in the foregut endoderm. To this end, we crossed *Ctnnb1*^*tm1Mmt/+*^ mice with mice expressing Cre recombinase under control of the *Rfx6* promoter [19]. *Rfx6-Cre* is broadly expressed in the early gut endoderm, thus allowing the activation of β-catenin prior to pancreatic bud initiation. Gross morphological examination of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos at late gestation (E18.5) revealed a hypoplastic pancreas lacking the normal gross morphology (S3 Fig). The splenic lobe appeared greatly reduced in size and the gastric lobe was almost completely absent. Indeed, the main pancreatic duct could not be identified in the pancreatic remnant of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos. The stomach and spleen appeared morphologically unaltered but the rostral-most duodenum was greatly dilated (S1 Fig). Histological analysis of the hypoplastic pancreata did not reveal major morphological changes compared with control tissues (Fig 4A and S3 Fig). Immunofluorescent analysis for the different epithelial cell lineages (acinar, ductal, and islet) within the pancreas revealed normal exocrine tissue (S3 Fig) but a scarcity of islet structures was noted (S3 Fig). β-catenin immunohistochemistry revealed that the remnant pancreatic tissue of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos was entirely comprised of cells in which β-catenin localization was restricted to the membrane with no nuclear or cytoplasmic localization (Fig 4B and S5 Fig). Thus, the pancreatic remnant in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos seems to arise from cells that fail to undergo Cre-mediated recombination indicating that pancreatic cells with active β-catenin do not contribute to the developing pancreas. The analysis of pancreas of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos at early stages of development corroborated this notion. A dramatic reduction in pancreatic epithelium, as assessed by immunohistochemistry for Cpa1 and Pdx-1 pancreatic markers, was observed in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic buds (S3 and S4 Figs). Furthermore, no nuclear β-catenin localization was detected in this remnant pancreatic epithelium indicating that β-catenin activation blocks pancreatic cell formation at the early stages of pancreas development.

**Fig 4:**
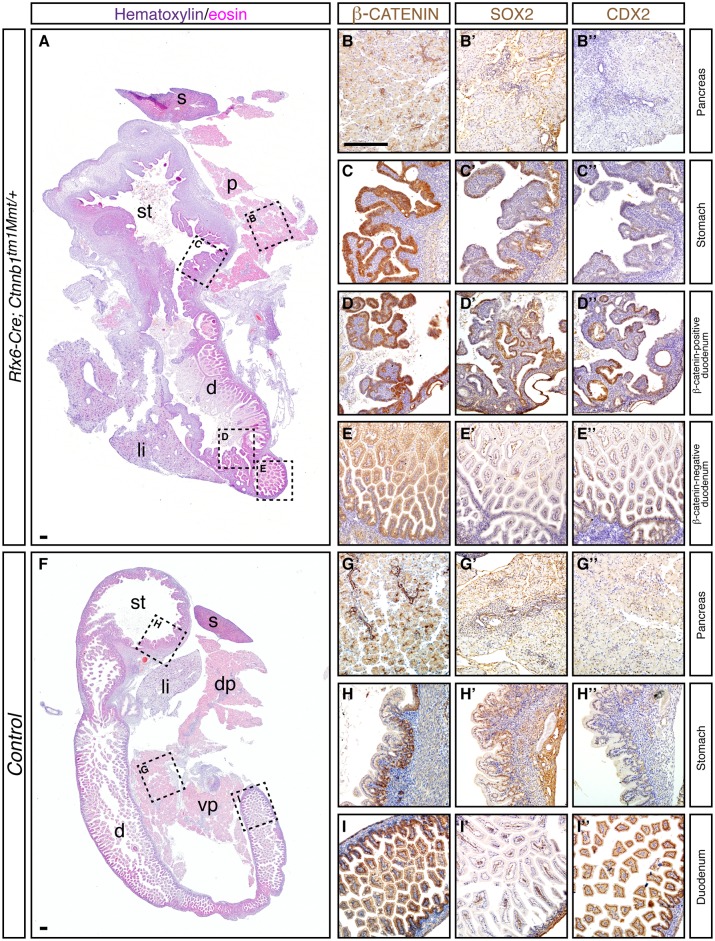
Early β-catenin activation in foregut endoderm severely impacts pancreas formation. Low magnification pictures of hematoxylin/eosin staining of paraffin sections of E18.5 *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ (A) and control mice (F). Boxed areas are regions that are shown in higher magnification in right panels for each antibody marker used in consecutive paraffin sections. The pancreatic remnant of E18.5 *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ mice displayed membranous β-catenin localization (B) and no accumulation of Sox2 (B') and Cdx2 (B''). The stomach of E18.5 *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ mice displayed nuclear β-catenin localization (C), expression of Sox2 (C') but not Cdx2 (C'). The dilated area of the duodenum located proximal to the stomach (D) displayed nuclear β-catenin accumulation concomitant with increased expression of Sox2 (D') and Cdx2 (D''). However, the duodenal area distal to the stomach did not display nuclear β-catenin localization (E). In this area, Cdx2 (E'') but not Sox2 (E'), was expressed. In E18.5 control mice, pancreas (G), stomach (H) and duodenum (I) displayed β-catenin membranous localization. No Sox2 (G') or Cdx2 (G'') was expressed in control pancreas. In control stomach, Sox2 was expressed (H') but not Cdx2 (H''). In control duodenum, Cdx2 was expressed (I'') but not Sox2 (I'). d, duodenum; dp, dorsal pancreas; li, liver; p, pancreas, spleen; st, stomach; vp, ventral pancreas. Scale bars 100 μm (in B for B-I).

The rostral-most duodenum of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos appeared dilated and morphologically different from the posterior duodenum (Fig 4A). Cross-sections of the dilated duodenum revealed morphologically normal villi in the region distal to the stomach. However, the area proximal to the stomach was markedly different with disorganized villi (Fig 4A). Interestingly, clear nuclear β-catenin accumulation was observed in the epithelial cells of the dilated duodenal structure, but only in those proximal to the stomach (Fig 4D and S5 Fig). The cells located in the otherwise morphologically normal duodenum exhibited membranous β-catenin localization (Fig 4E and S5 Fig). The dilated duodenal structures of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos are morphologically reminiscent of the cystic structures present in newborn *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata. To define the nature of the dilated rostral-most duodenum of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos, we studied embryonic gastric and intestinal markers. We performed immunohistochemistry for Sox2 and Cdx2 markers in the dilated rostral-most duodenum of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos Surprisingly, we observed mixed accumulation of Sox2 and Cdx2 in the region that showed prominent nuclear β-catenin (Fig 4D' and 4D'') and thus, losing the clear boundary between stomach and intestine. No Sox2 or Cdx2 accumulation was observed in either the remnant pancreatic epithelium of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos (Fig 4B' and 4B'') or control pancreata (Fig 4G' and 4G''). These histological and immunohistochemistry observations suggest that the region in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos destined to form the pancreatic foregut was located in the stomach-duodenum boundary and developed a mixed gastric-and-intestinal identity, although we cannot formally prove it without proper lineage tracing methods (non-Cre dependent).

### Inhibition of the Hedgehog pathway partially rescues organogenesis in pancreas with hyperactivation of canonical Wnt signaling

The Wnt and Hedgehog (Hh) signaling pathways interact at multiple levels during the development of the gastrointestinal tract [33, 35, 36]. Increased upregulation of Hh ligands has been previously described in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata [11]. Interestingly, overexpression of the Hh ligand *Shh* in the Pdx1-expressing domain results in the formation of epithelial cysts and pancreatic to intestinal transformation [37], a phenotype similar to what we have observed in pancreata with β-catenin overactivation. We decided to test whether Hh signaling mediated the pancreatic phenotypes due to β-catenin overactivation by inhibiting the Hh pathway by pharmacological means. First, and confirming previous studies [11], we found increased *Shh* expression in embryonic *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata by immunohistochemistry (Fig 5A and 5B) and quantitative PCR (Fig 5D). Furthermore, increased expression of the Shh target genes, *Ptch1* and *Gli1*, was also found indicating increased Hh activity (Fig 5D). To more directly test the hypothesis that Hh signaling mediates the developmental defects in pancreas with activated β-catenin, we studied embryonic pancreatic rudiments cultured with cyclopamine, an inhibitor of Hh signaling that binds to Smoothened [38]. E10.5 foreguts from *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control mice were dissected and cultured with cyclopamine (10μM) or vehicle (DMSO) for 3 consecutive days. Whole-mount immunohistochemistry for Pdx1 was performed in the pancreatic explants to measure pancreatic epithelial area. In agreement with the immunohistochemistry data obtained in paraffin sections of embryonic *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata (Fig 1I), a marked reduction in Pdx1-stained area was observed in vehicle-treated *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic explants compared with cyclopamine-treated control pancreatic explants (Fig 5E, 5F, 5H, 5I and 5K). Addition of cyclopamine to *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic rudiments partially rescued this phenotype, significantly increasing the pancreatic epithelial area (Fig 5G, 5J and 5K). To confirm this observation, we performed whole-mount immunohistochemistry for Pdx1 and Mucin-1, a marker that allows sharp visualization of the embryonic pancreatic epithelium. As expected from the above data, a disorganized epithelium with dilations was observed in vehicle-treated *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ pancreas explants compared to the densely packed epithelium of vehicle-treated control pancreatic explants (Fig 5H and 5I). Furthermore, the dilated epithelial areas displayed loss of Mucin-1 expression (Fig 5I) as we had observed in pancreata of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos (Fig 1H). Cyclopamine treatment of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic rudiments partially restored these phenotypes. No major dilations were observed in the pancreatic epithelium and the accumulation pattern of Muc-1 was similar to that found in control explants (Fig 5J). Taken together, these results support a key role of Hh signaling in the developmental defects of pancreas due to β-catenin activation.

**Fig 5:**
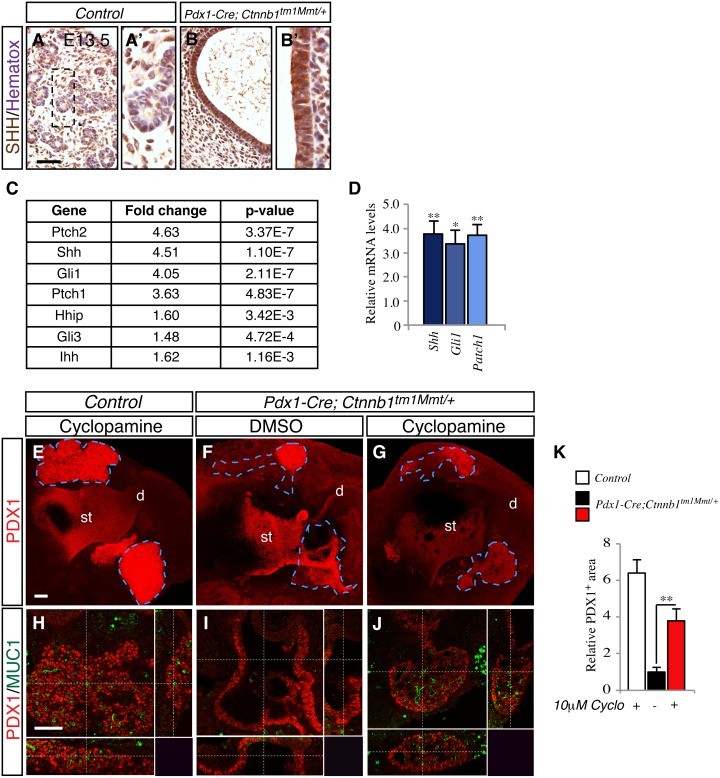
Inhibition of the Hedgehog pathway partially rescues pancreas formation in pancreas with activated β-catenin signaling. Increased Shh expression in the embryonic (E13.5) epithelium of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreas (B) compared to control pancreata (A). The boxed areas are shown at higher magnification in the adjacent panels (A' and B'). (C) Fold change and p-values from upregulated components of the hedgehog pathway in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreas observed in microarray analysis. (D) Increase in expression of Hh pathway genes in embryonic E15.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata as assessed by quantitative PCR. Results are expressed as fold relative to levels in control pancreata (n = 6 embryos from each genotype). Data are presented as mean ± SEM; *p < 0.05 **p < 0.01 (Student's *t*-test). (E-J) Hh inhibition partially rescues pancreas formation in cultured pancreatic rudiments. Images show confocal *z*-stacks of pancreatic explants in whole-mounts stained for Pdx1. Foreguts from E10.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control mice were cultured in the presence or absence of 10 μM cyclopamine for 3 consecutive days. Vehicle-treated *Pdx1-Cre Ctnnb1*^*tm1Mmt/+*^ pancreatic buds displayed a reduced and disorganized epithelium positive for Pdx-1 (F) compared to control pancreatic buds (E). (G) Cyclopamine-treated *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic buds displayed an increase in Pdx-1-positive epithelium and a recovery of the normal epithelium morphology. (H-J) Whole-mount immunostaining for Muc-1 (green) and Pdx-1 (red) showing reduced branching and decreased Muc-1 expression in vehicle-treated *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic buds (I) compared to control cyclopamine-treated control pancreatic buds (H). Addition of cyclopamine partially rescued these phenotypes (J). Images are *z*-stacks of serial confocal sections. (K) Quantification of Pdx-1-positive pancreatic epithelium in cultured explants. Results are shown as normalized ratios compared to DMSO-treated mutant *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic explants (*n* = 6 explants per group, 3 independent experiments). Data are presented as mean ± SEM. ** p< 0.01 (one-way ANOVA). Scale bars 100 μm, (in A for A-B; in E for E-G; in H for H-J).

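The 6 hedgehog pathway genes of Fig 5C analysed here were all higher in the mutant pools, with a median log2 change of 1.28 (n = 3 pools per genotype, adjusted p under 0.05 from limma for each gene). The ligand gene Shh rose 4.51-fold, from an array value of 6.68 ± 0.10 (log2, SD, n = 3) to 8.85 ± 0.08 (log2 change 2.17, standard error 0.10, adjusted p = 5.38e-07), and Ihh, another ligand, rose 1.62-fold (log2 change 0.70, standard error 0.12, adjusted p = 0.00327). Gli1 and Ptch1, which the pathway itself activates, rose 4.05-fold (log2 change 2.02, standard error 0.10, adjusted p = 8.63e-07) and 3.63-fold (log2 change 1.86, standard error 0.10, adjusted p = 1.62e-06). The inhibitor Hhip, a target as well, rose 1.6-fold (log2 change 0.68, standard error 0.14, adjusted p = 0.00893) and the transcription factor Gli3 1.48-fold (log2 change 0.56, standard error 0.09, adjusted p = 0.0022). The genes of this panel were chosen in the study on these arrays, so their count is not independent evidence of direction.
On a list of 15 pathway genes that includes these 6, 7 were higher, 2 were lower and 6 did not pass the test (7 higher and 3 lower when adjusted over the list alone), and 3 were higher by at least 2-fold. The further gene that rose was Gli2 (log2 change 0.51, standard error 0.09). Scube2, which helps to release the ligand (-0.58, standard error 0.10), and the coreceptor gene Cdon (-0.79, standard error 0.21) fell, while Smo, the signal transducer, had a log2 change of 0.05 (standard error 0.09, adjusted p = 0.797). Gli2, Scube2 and Smo were named after their values were seen. The camera test gave adjusted p = 0.0043 for the list (adjusted p = 0.158 with an estimated correlation), which rests on the genes of Fig 5C. Without the genes that the study chose, an alternative added after the data were seen, 1 of 9 genes was higher and 2 were lower (1 and 3 when adjusted over the list alone), and the camera test turned to the lower side with adjusted p = 0.591 (adjusted p = 0.698 with an estimated correlation, and a range of 0.00021 to 0.591 over the alternatives of the list). That alternative takes out genes picked for rising, the ligands Shh and Ihh and the targets Gli1, Ptch1 and Hhip among them. It therefore cannot show whether the pathway was active. With all rows of the table in the fit, Hhip had an adjusted p = 0.0548 (range 0.000299 to 0.0548 over its alternatives). Cdon lost its call without control replicate 2 or 3 or mutant replicate 1 or 2 (adjusted p from 0.0818 to 0.11).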

## Discussion

Previous studies have shown that activation of canonical Wnt signaling in the embryonic stages of pancreas formation results in severe pancreatic hypoplasia [11, 13, 15]. Here, we show that activation of β-catenin in pancreatic progenitors causes aberrant induction of gastric and intestinal markers in the pancreatic epithelium and mesenchyme, leading to the development of gut-like features. This β-catenin-induced block of pancreas formation depends, at least partly, on Hh signaling.

Our results further extend previous studies showing that repression of the canonical branch of the Wnt signaling pathway in the very early stages of pancreas development is essential for proper pancreas formation in mice [11]. In Xenopus embryos, induction of Wnt/β-catenin signaling in anterior endoderm blocks pancreas development [39]. In agreement with these studies, activation of β-catenin in the prepancreatic endoderm using the *Rfx6-Cre* line impairs pancreas formation. The pancreatic epithelium is markedly reduced at early stages of pancreas development and at birth in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ mice. Furthermore, no nuclear or cytoplasmic accumulation of β-catenin is detected in the scarce normal pancreatic tissue indicating that it is composed of cells that have arisen from progenitors that escaped Cre-mediated excision of the *Ctnnb1*^*tm1Mmt/+*^ allele.

Activation of β-catenin has also a profound impact on embryonic pancreas development after the pancreatic bud growth has initiated. In *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos, activation of β-catenin occurs after endodermal progenitors have acquired a pancreatic fate. Starting at E12.5, we found that *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata exhibit a dramatic reduction in the expression of transcription factors known to be required for pancreas formation. Also, epithelial branching morphogenesis and differentiation of the exocrine and endocrine lineages is markedly compromised. Concomitant with the downregulation of key pancreatic transcription factors, ectopic expression of gastric and intestinal genes is observed. At birth, pancreata of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice were comprised of cystic structures with features typical of stomach/intestine, including cuboidal epithelium, accumulation of mucins and a layer of SMA in the underlying mesenchyme.

Wnt signaling plays a key role in intestinal specification and patterning [16]. It has been suggested that intestinal differentiation is the default program for the developing gut endoderm and that inhibition of canonical Wnt signaling is necessary for the formation of other foregut-derived organs [33]. Forced activation of canonical Wnt signaling in developing endoderm [16, 39], lung [40] and stomach [41] induces intestinal differentiation. Our results demonstrate that activation β-catenin in pancreatic progenitors also induces ectopic expression of intestinal genes such as the transcription factor Cdx2 or the intestine-specific mucin Muc2. Cdx2 is a transcription factor whose expression is very specific to the intestine and that plays a critical role in intestinal development [28, 30]. Expression of Cdx2 in foregut endoderm induces intestinal metaplasia [42]. Interestingly, induction of intestinal fate by ectopic Wnt signaling in endoderm seems to be mediated by Cdx2 [16]. In concordance with the pivotal role of Cdx2 in the induction of an intestinal genetic program, increased expression of Cdx2 was observed as early as E13.5 in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata.

In addition to intestinal genes, activation of β-catenin resulted in the induction of gastric markers in the pancreatic domain. In particular, we observed ectopic expression of transcription factors that are essential for stomach development such as Sox2, Pitx1 and Barx1. Previous studies have shown that these markers are specific for the anterior part of the primitive gut [29, 31]. Barx1 is particularly interesting since its expression is restricted to the mesenchyme and exerts a non-cell autonomous effect on the overlying gut endoderm to regulate stomach development [41]. The induction of stomach genes upon β-catenin activation in embryonic pancreata seems to be in apparent contradiction with the above hypothesis that Wnt/β-catenin signaling promotes intestinal fate. One possible explanation to reconcile these observations comes from the proposed model for canonical Wnt signaling function in stomach development [33, 43]. Wnt signaling is active in the prospective stomach endoderm early in development, between E9.5 and E14.5 [43]. However, canonical Wnt signaling activity needs to be attenuated later to allow stomach differentiation. The inhibition of canonical Wnt signaling in stomach is achieved by the transcription factor Barx1 whose expression is restricted to the stomach mesenchyme and that induces the secretion of Wnt antagonists such as SFRPs [41]. Thus, although attenuation of canonical Wnt signaling is necessary for late stomach differentiation, a transient burst of canonical Wnt signaling activity might be necessary for early embryonic stomach development. We propose that activation of β-catenin in the pancreatic epithelium induces a gastric genetic program including expression of the mesenchymal transcription factor Barx1. Even though increased expression of Barx1 might induce secretion of Wnt antagonists, forced, irreversible β-catenin activation in the epithelium of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata prevents a full transformation of the pancreas into stomach and consequently, inducing expression of intestinal markers. In concordance with this notion, the mixed gastric/intestinal phenotype observed in pancreata with activated β-catenin is reminiscent of the stomach phenotypes of Barx1-deficient mice as well as stomach of mice with activation of β-catenin in the prospective stomach endoderm [41].

The mix of gastric and intestinal markers induced by β-catenin activation in pancreatic cells together with the delay in the full activation of these markers (strong accumulation as assessed by immunohistochemistry is observed only during late embryonic stages of pancreas formation) raises the question of whether this can be considered a true fate conversion event. An alternative possibility is that activation of β-catenin blocks pancreas differentiation leaving the pancreatic cells in the default program for the developing gut endoderm resulting in the formation of aberrant gut progenitor cells that express both gastric and intestinal markers. In agreement with this notion, colocalization experiments revealed the presence of cells that simultaneously express Cdx2 and Sox2 in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata.

Hh signaling is active and necessary for the embryonic development of the gut but excluded from the pancreas [35, 44]. Our experiments performed in vitro with pancreatic rudiment cultures demonstrate that Hh signaling at least in part mediates the pancreatic phenotypes due to β-catenin activation. Inhibition of the Hh pathway by the Smoothened inhibitor cyclopamine partially rescues pancreatic formation in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreatic rudiments. To this regard, the Hedgehog pathway plays an important role in the development of the gastrointestinal mucosa, including proliferation of mesenchymal progenitors and differentiation of the smooth muscle lineage [36], in agreement with the increased proliferation we observed in the mesenchymal compartment of pancreas with activated β-catenin.

The upregulation of the Hh pathway in embryonic pancreas induced by β-catenin activation is in concordance with previous studies describing the effects of overactivating the Hh pathway in the pancreas [37]. Thus, misexpression of the Hh ligand *Shh* in the pancreatic domain causes a pancreatic to intestinal transformation reminiscent of pancreata with activated β-catenin, including increased SMA-positive mesenchyme and epithelial cysts. Also, in vitro studies performed in pancreatic rudiments have shown that activin A causes differentiation of intestinal tissue from embryonic pancreas via a Hh-dependent mechanism [23]. Thus, our study provides a mechanistic framework for our and previously reported data regarding the role of these signaling pathways in gut development.

Our results provide additional evidence for the remarkable developmental plasticity of pancreatic progenitors [4]. Other studies have shown cell fate switches of the pancreatic epithelium, including pancreatic to intestinal [37, 45–47] and pancreatic to liver transformation [48]. However, this plasticity seems to be limited to the early stages of pancreas development. Activation of β-catenin signaling after E12.5 does not impair pancreas formation [11]. Although expression of gastric and intestinal markers was not specifically evaluated in these studies, the lack of morphological abnormalities in those pancreata indicate that the pancreatic epithelium is refractory to the effect of β-catenin in activation of the gastrointestinal genetic program. Interestingly, a similar time window for plasticity of the pancreatic epithelium has been reported for pancreas-to-liver transformation induced by loss of the transcription factor Sox9 [48]. This period coincides with the stage at which the pancreatic epithelium contains multipotent progenitor cells with the potential to give rise to all pancreatic cell types suggesting that this undifferentiated state is particularly sensitive to developmental plasticity.

Our study illustrates the importance of precise spatial and temporal control of the activity of embryonic signaling pathways for proper organ formation. Our work could provide insight into various human developmental anomalies of the pancreas such as pancreatic agenesis and pancreatic cysts [49]. Several mutations in genes encoding transcription factors have been associated with human developmental disorders of the human pancreas (reviewed in [1, 9]). However, little is known about the possible involvement of embryonic signaling pathways in these developmental anomalies. To this regard, cases of atrophy of the pancreas associated with cysts that are reminiscent of the cysts found in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice have been reported [50, 51]. It would be interesting to analyze whether activation of Wnt/β-catenin signaling is observed in these malformations of the pancreas.

## Supporting Information

S1 Fig Pancreatic abnormalities in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ newborn mice. (A, D) Whole mount pictures of representative P0 pancreata from *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ and control embryos. Low magnification pictures of Hematoxylin/eosin-stained paraffin sections of control (B) and *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ P0 mice (E). The boxed areas in B and E are shown at higher magnification in C, F and G. High magnification picture of control pancreas (C). High magnification picture of the scarce normal pancreatic tissue (F) and pancreatic cysts (G) in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice. Immunohistochemistry reveals membranous localization of β-catenin in control pancreatic tissue (C') and in normal pancreatic tissue of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (F'). Nuclear β-catenin localization is found in epithelial cells of pancreatic cystic structures of *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ P0 mice (G'). Reduced islet formation *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ newborn mice (H) compared to control mice (I). Higher magnification pictures are shown in insets. (J) Genetic labeling of pancreatic cells by detection of reporter β-galactosidase activity in newborn P0 *Pdx1-Cre; R26R; Ctnnb1*^*tm1Mmt/+*^ pancreata. β-galactosidase was restricted to the epithelial compartment. Note that the epithelial cells lining the cysts were positive for β-galactosidase. Scale bars, 100 μm. d, duodenum; dp, dorsal pancreas; Li, liver st, stomach; vp, ventral pancreas.
(TIF) Click here for additional data file.

S2 Fig Impairment of pancreatic differentiation in *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos. Hematoxylin/eosin-stained paraffin sections of E15.5 control (A) and *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata (B). (D) Reduced PTF1a expression in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata compared to control embryos (C). (F) Reduced NGN3 expression in E13.5 *Pdx1-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata compared to control embryos (E). Higher magnification pictures are shown in insets. d, duodenum; dp, dorsal pancreas; p, pancreas; s, spleen; st, stomach; vp, ventral pancreas.
(TIF) Click here for additional data file.

S3 Fig Histological analysis of embryonic *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata. Whole mount pictures of representative P0 pancreata from *Rfx-Cre; Ctnnb1*^*tm1Mmt/+*^ (A) and control mice (B). Pancreatic tissue is outline in red dashed line. d. duodenum; p. pancreas; s. spleen; stomach;. Immunofluorescence for exocrine markers amylase and mucin reveals normal exocrine formation in the pancreatic remnant of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (C, D). Decreased endocrine structures in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ mice (F) compared to control pancreata (E). Higher magnification pictures are shown in insets. Reduced epithelium in early embryonic *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ pancreata compared to control pancreata, as revealed by carboxypeptidase A1 (G, H) and Pdx-1 (I, J) immunohistochemistry. (G) Quantification of Cpa1-positive area in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ and control E13.5 embryonic pancreas. Scale bars, 100 μm.
(TIF) Click here for additional data file.

S4 Fig Loss of pancreatic tissue in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryos. Representative sequential paraffin sections stained for Pdx-1 antibody of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ (A-F) and control (G-L) E13.5 embryonic pancreas. d, duodenum; dp, dorsal pancreas; li, liver; p, pancreas; s, spleen; st, stomach; vp, ventral pancreas.
(TIF) Click here for additional data file.

S5 Fig Gastric and intestinal markers in *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ embryonic pancreata. Low magnification pictures of *Rfx6-Cre; Ctnnb1*^*tm1Mmt/+*^ (D, E, F) and control (A, B, C) E18.5 embryonic pancreas stained for Sox2, Cdx2 and β-catenin. Higher magnification pictures of these images are shown in Fig 4. d, duodenum; dp, dorsal pancreas; li, liver; p, pancreas; s, spleen; st, stomach; vp, ventral pancreas.
(TIF) Click here for additional data file.

S1 Table Primary antibodies. (DOCX) Click here for additional data file.

S2 Table Primer sequences. (DOCX) Click here for additional data file.

# Supplementary material for: Loss of Pancreas upon Activated Wnt Signaling Is Concomitant with Emergence of Gastrointestinal Identity
**Source:** PLoS One. 2016 Oct 13;11(10):e0164714. doi: 10.1371/journal.pone.0164714
**Supplement:** S1 Table

**S1 Table. Primary antibodies**

| Antibody | Species | Dilution | Source (ref.) |
| --- | --- | --- | --- |
| Anti-α-AMYLASE | Rabbit | 1:300 | Sigma (A8273) |
| Anti-β-CATENIN | Mouse | 1:200 | BD Transduction (610153) |
| Anti-CDX2 | Rabbit | 1:1000 | Bethyl (A300-691A) |
| Anti-CPA1 | Rabbit | 1:1000 | AbD (1810-0006) |
| Anti-E-CADHERIN | Mouse | 1:200 | BD Transduction (610181) |
| Anti-FOXA2 | Rabbit | 1:200 | Millipore (07-633) |
| Anti-KI67 | Rabbit | 1:200 | Thermo Scientific (RM9106-S0) |
| Anti-LAMININ | Rabbit | 1:100 | Sigma (L9393) |
| Anti-MUCIN1 | Hamster | 1:200 | Thermo Scientific (HM1630) |
| Anti-MUCIN2(H300) | Rabbit | 1:500 | Santa Cruz (15334) |
| Anti-MUCIN5AC | Mouse | 1:200 | Thermo Scientific (MS-145-P1) |
| Anti-NKX2.2 | Mouse | 1:200 | Hybridoma Bank (74.5ª5) |
| Anti-NKX6.1 | Mouse | 1:200 | Hybridoma Bank (F55A10) |
| Anti-PDX1 | Guinea Pig | 1:200 | Abcam (ab7308) |
| Anti-PDX1 | Mouse | 1:100 | Hybridoma Bank (F6A11) |
| Anti-SHH | Goat | 1:50 | R&D (AF445) |
| Anti-SMA | Mouse | 1:500 | Sigma (A2547) |
| Anti-SOX2 | Rabbit | 1:2000 | Millipore (AB5603) |
| Anti-TUJ1 | Rabbit | 1:1000 | Abcam (ab18207) |

# Supplementary material for: Loss of Pancreas upon Activated Wnt Signaling Is Concomitant with Emergence of Gastrointestinal Identity
**Source:** PLoS One. 2016 Oct 13;11(10):e0164714. doi: 10.1371/journal.pone.0164714
**Supplement:** S2 Table

**S2 Table. Primer sequences**

| **Primer Name** | **Oligo Sequence** | **Reference/ PrimerBankID** |
| --- | --- | --- |
| Axin2-Fwd | CTCCCCACCTTGAATGAAGA | Li et al., 2011 |
| Axin2-Rv | ACTGGGTCGCTTCTCTTGAA |  |
| Barx1-Fwd | AAGACGTGGTATCAAAATCGGAG |  |
| Barx1-Rv | GCCACCTTGCAGCACTATT |  |
| Cdx2-Fwd | GCGACAAGGGCTTGTTTAGA |  |
| Cdx2-Rv | AAGGCTTGTTTGGCTCGTTA |  |
| CyclinD2-Fwd | GCTTGTAGAGGCTGCTTTGGTT | Rieck et al., 2009 |
| CyclinD2-Rv | AGAGGAGTCCCGTGTCAGTAGG |  |
| CycloA-Fwd | TCACAGAATTATTCCAGGATTCATG | Puri et al., 2009 |
| CycloA-Rv | TGCCGCCAGTGCCATT |  |
| Dkk2-Fwd | TCGCCACTTCTGGACCAAAA | Pasca di Magliano M et al., 2007 |
| Dkk2-Rv | TGCACAGTCACACCTCTGGAAA |  |
| Dkk3-Fwd | CGCTGTTGCTAGAAACGCTGT | Pasca di Magliano M et al., 2007 |
| Dkk3-Rv | TCCCCCAAATCCATCATGAG |  |
| Foxf1-Fwd | ACGCCGTTTACTCCAGCTC | 6753902a1 |
| Foxf1-Rv | CGTTGTGACTGTTTTGGTGAAG |  |
| FoxL1-Fwd | TGCCGCATTCCACAGCATAGTC | Sackett et al., 2009 |
| FoxL1-Rv | CAAAGTGAGTTCCAGGACAGCCAG |  |
| Gli1-Fwd | GCCACACAAGTGCACGTTTG | Lau & Hebrok, 2010 |
| Gli1-Rv | AAGGTGCGTCTTGAGGTTTTCA |  |
| Hhex-Fwd | CGGACGGTGAACGACTACAC | 6680219a1 |
| Hhex-Rv | CGTTGGAGAACCTCACTTGAC |  |
| Lef1-Fwd | AGTGCAGCTATCAACCAGATCCT | Pasca di Magliano M et al., 2007 |
| Lef1-Rv | TTTCCGTGCTAGTTCATAGTATTTGG |  |
| Lgr5-Fwd | CTGCCCATCACACTGTCACT | Stecca & Altaba, 2009 |
| Lgr5-Rv | GCAGAGGCGATGTAGGAGAC |  |
| Myocd-Fwd | AGGAAGTTCCGATCAGTCTTACA | 154240725c1 |
| Myocd-Rv | GGTATTAAGCCTTGGTTAGCCAG |  |
| Nkx2.2-Fwd | CGGGCGGAGAAAGCATT | Carrasco et al., 2012 |
| Nkx2.2-Rv | TCCACCTTGCGGACACTATG |  |
| Nkx6.1-Fwd | ACGCTTGGCCTATTCTCTGG | Cano et al., 2008 |
| Nkx6.1-Rv | CGTGCTTCTTTCTCCACTTGGT |  |
| Pdx-1-Fwd | CTTAACCTAGGCGTCGCACAA | Carrasco et al., 2012 |
| Pdx-1-Rv | GAAGCTCAGGGCTGTTTTTCC |  |
| Pitx1-Fwd | CTGCCGGCTACTCCTACAAC | Kim et al., 2011 |
| Pitx1-Rv | GGCATGGTCATGGAAGAGAT |  |
| Ptch-Fwd | CCCTAACAAAAATTCAACCAAACCT | Lau & Hebrok, 2010 |
| Ptch-Rv | GCATATACTTCCTGGATAAACCTTGAC |  |
| Shh-Fwd | GCAGGTTTCGACTGGGTCTA | Stecca & Altaba, 2009 |
| Shh-Rv | GAAGGTGAGGAAGTCGCTGT |  |
| Sox2-Fwd | GCGGAGTGGAAACTTTTGTCC | 31543759a1 |
| Sox2-Rv | CGGGAAGCGTGTACTTATCCTT |  |
| Sox9-Fwd | GCAGACCAGTACCCGCATCT | Carrasco et al., 2012 |
| Sox9-Rv | TTCAGCAGCCTCCAGAGCTT |  |

How the deposited data were processed for this re-analysis (not part of the article)

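RNA was measured in pancreata of E13.5 mouse embryos, as 3 pools of control pancreata and 3 pools of *Pdx1-Cre; Ctnnb1* tm1Mmt/+ pancreata (mutant pools), each of 3 pancreata and each on 1 Affymetrix Mouse Gene ST array. Genotype and replicate of each pool were taken from the sample labels and the pool size from the paper's methods. The authors' deposited values are log2 expression values with 1 row per transcript cluster; they are normalized between arrays, but background correction, summarization and normalization are not given in the sources used here. Array medians lay between 6.37 and 6.47 (log2) and values between about 1 and 14. The methods name limma with an empirical Bayes step for the statistics, and the statistics section sets its threshold at a p-value of 0.05. As no detection calls or probe signals were used, the depth of these arrays is given by their number alone.

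Rows were named through a table that pairs the array's transcript clusters with genes: 21789 rows had 1 symbol, 1621 had several and 12146 had none, and only rows with 1 symbol were tested. The Entrez identifiers of 21698 rows matched the RefSeq genes of assembly GRCm38.p6, which was used for names alone and changed 0 symbols. Because no genome build is named for the values, no positions are given. For the 999 genes with several rows, the row with the highest mean over all 6 arrays was used, which left 19938 genes. Members of the lists that no tested row names are not analysed here.

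The main comparison was mutant against control with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, no covariate, no filter on dim genes), with the Benjamini-Hochberg adjustment and a threshold of 0.05. All log2 changes are mutant minus control. The step was tested on simulated data for this comparison, with 19938 genes in each of 5 runs: changes of 0.5, 1, 2 and 4 on the log2 scale were recovered for 39.2%, 87.2%, 98.4% and 99.2% of changed genes, and 0.0376% of unchanged genes were called. Over the 5 runs there were 250 changed genes of each of these sizes against 98490 unchanged ones. That is a much smaller share of changed genes than the 1313 higher and 1502 lower genes of the real comparison. The adjustment depends on that share, so these rates need not hold for the real comparison. With 3 pools against 3, an exact permutation test of a single gene cannot go below p = 0.1, so single genes rest on limma. Lists were tested with camera at its preset correlation of 0.01, adjusted over the 33 lists that were written before the data were examined; 5 further lists are the paper's own, chosen on these samples. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

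The genes named in the text were set by a rule before the data were examined. It takes every gene the paper names in its tables, figures or results, whose table values had been seen, Ctnnb1, the 12 genes with the largest change in each direction whose groups do not overlap, up to 4 members of each list with the largest change among those past the test or, where none passes, the member with the smallest p, and the highest-expressed member of a list of another cell type. Of the 192 genes named or checked in this way, 41 were added after their values were seen. Those printed are Mcpt1, Mcpt4, Cpa3, Cma1, Srgn, Gata2, Kit, Ms4a2, Fcer1a, Tpsb2, Smo, Boc, Gas1, Gli2, Prph, Dbh, Sox10, Phox2a, Rnase1, Isl1, Foxa1, Hnf4g, Scube2, Des, Kcnmb1, Ednrb, Reg4, Gpa33, Ascl2, Cdhr5, Atp4a, Bmp7, Fgfr2, Fgfr3, Fgfr4, Tbx3, Hoxa5 and Hoxd3. The Y-linked genes were also printed after their values were seen, but are not counted among the 41 or the 192. A list of 12 mast cell genes was written after Hdc, Mcpt2 and Mcpt4 were seen to be higher and before the values of the 12 were looked at.

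The alternatives set before the data were examined were the replicate number as a block, each array left out in turn, arrays centred on their medians or on the housekeeping genes, quantile normalization, genes above the median or the lower quartile of level, the mean of all rows of a gene, all rows of the table in the fit, a trended and robust prior, array weights, other thresholds, and for the lists an estimated correlation and fry. The list tests without the genes of the paper's own lists were added after the data were seen. The lists cover pancreatic progenitor factors, acinar, endocrine, trunk and duct, general epithelial, general mesenchymal, gut mesenchyme, smooth muscle, stomach and intestinal genes, the Wnt, hedgehog, Notch, FGF, BMP and retinoic acid pathways, anterior, middle and posterior Hox genes, cell cycle, p53 target, basement membrane, liver, erythroid, macrophage and leukocyte, endothelial, neural and glial, mesothelial, spleen primordium, immediate early and heat shock, hypoxia, sex-linked and housekeeping genes. The histology, immunostaining and quantitative PCR of the paper are not analysed here.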

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

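The tests of this part were set before their results were seen, except that the list of 12 mast cell genes was written after Hdc, Mcpt2 and Mcpt4 were seen to be higher (and before its own values were), that the comparisons of quartiles were added, and the one for the hedgehog targets changed, after those values had been seen, that the tests on the endocrine, acinar, progenitor and trunk and duct lists, on all gut mesenchyme and smooth muscle genes and on Hhip alone were added after the results were seen, and that Sox10, Phox2a, Ednrb, Dbh and Prph were picked out after their values were seen. The 6 arrays can be split into 3 and 3 in 10 ways, so the share of splits with a result as large is never under 0.1. Only 1 of the 10 splits, the real one, gave counts as large: 2815 genes past the test against 0 at most in the others, 21 genes of Table 1 lower against 0, 12 genes of Table 2 higher against 0, 6 genes of Fig 5C higher against 0, and 251 of 528 members of the lists past the test against 0.

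The genes of Table 1, which the study chose on these arrays, fell more than genes that all epithelial cells share. A smaller share of epithelium in the mutant pools would lower both alike. The median change of the general epithelial genes, however, was 29%, 33.3% and 28.2% of that of the Table 1 genes in the 3 mutant arrays. The lower quartile of the epithelial genes (-1.12, -1.30 and -1.26) lay above the upper quartile of the Table 1 genes (-2.06, -2.10 and -2.43) in each. These 21 genes were picked for falling, so their distance from the epithelial genes is partly set by that choice. The comparison cannot decide for them as a set whether a smaller share of epithelium is the whole cause. For the endocrine genes, a list set beforehand, the median epithelial change was 33.6%, 44.1% and 36.6% of theirs, with upper quartiles of -1.42, -1.41 and -1.33. That argues against a smaller share of epithelium as the whole cause for the full list. The argument rests in part on 8 genes that are also on the paper's lists. Without those 8 the percentages were 40.3%, 49.4% and 45.9% and the quartiles overlapped (-0.62, -0.70 and -0.79). The test does not decide for the acinar genes (at most 42.7%, with upper quartiles of -0.14, -0.18 and -0.28 that overlap the epithelial genes), the progenitor factors (at most 179%) and the trunk and duct genes (at most 245%). The latter 2 lists fell less in the median than the epithelial genes. A smaller share of epithelium may account for part of the decrease of these lists. Their members that are also in Table 1, such as Pdx1 and Cpa1, belong to the set picked for falling, for which the comparison does not decide either. That comparison does not settle single genes. Glis3 (-1.85), Rfx6 (-1.72), Gata4 (-1.47), Myt1 (-1.44) and Hhex (-1.33) of Table 1 fell less than the general epithelial gene Ehf (-1.97). For each of these alone a smaller share of epithelium stays open. The other genes of Table 1 fell more than Ehf, the epithelial gene that fell most. Whether a smaller share accounts for all of the decrease was not settled for Table 1 as a set or for the list members outside it. A loss of pancreatic identity within the epithelium and a selective loss of pancreatic cells stay open too, as no test here separates them, and so does any effect of the authors' normalization, although the median of the Table 1 genes was -2.65, -2.68 and -2.75 under the other scalings.

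Regulators of gut mesenchyme and targets of hedgehog signaling rose together, and a larger share of mesenchyme stays open for the gut mesenchyme and smooth muscle genes: the median change of the general mesenchymal genes was at most 21.5% of that of the 24 that rose, a set picked for rising, but 38.5%, 20.2% and 47.8% of that of all 40, whose lower quartiles (0.10, 0.14 and 0.08) overlap the upper quartiles of the mesenchymal genes (0.45, 0.31 and 0.56). For the hedgehog targets Ptch1, Gli1 and Hhip as a set, the mean change of the receivers Smo, Gli2, Gli3, Boc, Cdon and Gas1 was at most 6.28% of theirs. The upper quartiles of the receivers (0.36, 0.46 and 0.41) lay below the lower quartiles of the targets (1.31, 1.38 and 1.12). Those lower quartiles are interpolated between Hhip and the next target. The largest receiver change was 29.7%, 31.9% and 30.3% of the smaller change of Ptch1 and Gli1. That argues against a larger share of mesenchyme as the whole cause for Ptch1 and Gli1. It stays open for Hhip, the smallest target, as the largest receiver change was 78.5%, 68.7% and 122.7% (at most 123%) of that of Hhip. Hhip was set apart after the results were seen. Stomach or intestinal wall dissected with the mutant pools would bring enteric neurons and glia, but the median change of the neural and glial genes was -0.58 (-0.576) or lower in each mutant array, with upper quartiles of -0.39, -0.19 and -0.37, which argues against gut wall with its nerve cells. Several of these genes, such as Ret, Dcx, Gap43 and Tubb3, are also active in endocrine progenitors, but the neural crest genes Sox10 (log2 change -0.61, adjusted p = 0.00239 from limma) and Phox2a (-0.83, adjusted p = 0.000271) fell too, Dbh (-0.57) and Prph (-0.26) did not pass, and Ednrb was higher (0.89, adjusted p = 0.000246). A change of identity or the growth of a part of the mesenchyme stays open and was not tested.

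Hdc, which encodes histidine decarboxylase, had the largest increase of all genes, a log2 change of 5.37 (standard error 0.20, adjusted p = 1.83e-07 from limma, from 6.21 ± 0.15 to 11.57 ± 0.45, SD, n = 3), and the mast cell protease genes Mcpt2 (3.77, standard error 0.45) and Mcpt4 (2.16, standard error 0.27) rose with it. Mast cells in the mutant pools may be the source, but of 11 measured of 12 further mast cell genes 4 were higher and 7 did not pass, with a median log2 change of 0.243 and medians of 0.52, 0.14 and 0.39 in the 3 mutant arrays, so that neither the bound set beforehand for mast cells nor the bound against them was met. Cpa3, the most abundant mast cell transcript, had a log2 change of 1.82 (standard error 0.36, adjusted p = 0.00722, from 7.87 to 9.69, and adjusted p = 0.0591 with all rows in the fit and 0.0656 with a trended and robust prior, range 0.000132 to 0.0656 over its alternatives), Cma1, Srgn and Gata2 were higher by 1.12, 1.09 and 0.66, and Ms4a2 (0.24), Fcer1a (-0.12), Tpsb2 (0.38) and Kit (-0.24) did not pass. Srgn, Gata2 and Kit are also expressed in endothelial and other blood cells, and probes of the Mcpt family can be shared between paralogs (Mcpt1 1.45, standard error 0.21). Histidine decarboxylase is also made by endocrine cells of the stomach, and this biological explanation was not tested.

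The following genes, which the paper does not discuss, were among the 12 largest increases at an adjusted p under 0.05 from limma, with the 3 mutant pools above the 3 control pools. Ascl4, a basic helix-loop-helix gene, had a log2 change of 5.23 (standard error 0.14, adjusted p = 3.93e-08). Cym, the gene of the milk-clotting protease chymosin, rose by 4.77 (standard error 0.35, adjusted p = 1.24e-05). Notum and Wif1, both secreted inhibitors of Wnt signaling, rose by 4.02 (standard error 0.16) and 3.29 (standard error 0.17). The chemokine gene Cxcl15 rose by 3.95 (standard error 0.18), the proteoglycan gene Spock2 by 3.23 (standard error 0.15) and the collectin gene Colec10 by 3.22 (standard error 0.20).

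Lists on subjects that the paper does not discuss were also higher. Of 16 BMP pathway genes, 11 were higher, 1 was lower and 4 did not pass (12 higher and 2 lower when adjusted over the list alone), with a median log2 change of 0.777 and a camera adjusted p = 1.94e-07 (adjusted p = 0.0593 with an estimated correlation). Of 17 FGF pathway genes, 10 were higher, 4 were lower and 3 did not pass (12 higher and 4 lower when adjusted over the list alone), with a median of 0.539 and a camera adjusted p = 0.000649 (adjusted p = 0.274 with an estimated correlation). Of 16 endothelial genes, 4 were higher, none was lower and 12 did not pass (6 higher and 1 lower when adjusted over the list alone), with a median of 0.273 and a camera adjusted p = 0.00463 (adjusted p = 0.392 with an estimated correlation). Among the endothelial genes, Sox17, which is also a gene of the endoderm, rose by 1.99 (standard error 0.12), while Cdh5 lost its call without any 1 array (adjusted p from 0.0561 to 0.153), and Erg and Sox18 lost theirs without control replicate 1 or 3 or mutant replicate 1 or 3 (adjusted p from 0.0556 to 0.1 and from 0.0987 to 0.122).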

How the results depend on the processing

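All alternatives but 1 were set before the data were examined. The list tests without the genes of the paper's own lists, added after seeing the data, numbered 14 of 33: the progenitor factors no longer passed (adjusted p = 0.945, adjusted p = 0.965 with an estimated correlation), and the hedgehog list turned to the lower side without passing (adjusted p = 0.591, adjusted p = 0.698 with an estimated correlation). Taking out genes picked for their change weakens a list by construction. For the hedgehog list it removes the targets Gli1, Ptch1 and Hhip, so this test cannot show whether the pathway was active. Of 192 genes named or checked, 172 passed the test, 108 had the same direction and the same side of the threshold under every alternative run, and none reversed; the calls of 30 changed without 1 array, and 29 lost theirs with all rows in the fit. Genes higher (1313) were 751 with all rows in the fit, 3025 with array weights, 2695 at an unadjusted p under 0.05, 260 at 2-fold or more, 723 at an adjusted p under 0.01 and 843 to 1328 without 1 array (843 without mutant replicate 1), and genes lower (1502) were 2422 with array weights, 2386 unadjusted, 417 at 2-fold or more and 1132 to 1413 without 1 array. Array weights gave mutant replicate 1 a weight of 7.96 and the others 0.39 to 1.38. Among genes above the median level, fewer genes being tested, 7 genes of Table 2 were higher, 9 acinar and 15 endocrine genes lower, and 1 stomach and 1 intestinal gene higher. At 2-fold or more, 3 genes of Fig 5C, 3 of the hedgehog list, 2 stomach, 1 intestinal and 5 smooth muscle genes were higher and 9 general epithelial genes lower. The general mesenchymal genes higher (7) were 3 with all rows, 13 with array weights, 13 unadjusted, 1 at 2-fold or more, 3 at an adjusted p under 0.01 and 4 without mutant replicate 1. The list tests fell from 16 of 33 to 0 with an estimated correlation, and numbered 20 with fry, which does not compare a list with other genes. The neural and glial list and the smooth muscle list had estimated correlations of -0.036 and 0.002, below the preset 0.01. They lost their camera calls too (adjusted p = 0.0593 and 0.0671), so a larger correlation between genes did not remove the calls of these lists. The other lists that had passed had estimates above 0.01. The cause of the changes between settings was otherwise not tested where fewer samples, fewer genes or another threshold do not give it by construction. With replicate number as a block 1011 genes were higher and 1274 lower, but the numbers do not pair the samples: deviations of same-numbered arrays correlated at 0.014, -0.154 and -0.046, and not every array correlated best with its own number. No signal over background was used, so what dim genes can show stays unknown.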

Differences from the paper's values

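The fold changes of all 39 genes of Table 1, Table 2 and Fig 5C that were analysed here lay within the replicate spread of the paper's, and nearly all equal them to the digits printed. The largest gap is that of Onecut1, -7.72 in the paper and -8.48 here. Foxf1, 11.63 in the paper and here, came to 9.76 with the mean of its rows on the array, and Nr5a2, -9.65 in both, to -8.43 with array weights.

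All 39 p-values differ by more than 1.5 times, those here being unadjusted p-values from limma over genes with a name. Of the endocrine genes of Table 1, the paper's p-values are 1.68e-07 for Neurog3 (here 5.78e-10), 1.81e-07 for Neurod1 (here 7.13e-10), 1.16e-08 for Nkx2-2 (here 4.16e-11), 7.48e-07 for Pax6 (here 6.54e-09) and 8.52e-04 for Iapp (here 6.94e-05). For further genes of that table the paper gives 5.49e-06 for Slc2a2 (here 6.94e-08), 2.33e-05 for Rfx6 (here 7.18e-07), 4.40e-04 for Myt1 (here 5.99e-08), 7.70e-07 for Glis3 (here 1.21e-08) and 8.50e-07 for Muc1 (here 6.64e-09). Its acinar genes have paper p-values of 2.74e-08 for Cpa1 (here 7.21e-11), 2.27e-08 for Nr5a2 (here 7.82e-11), 3.40e-04 for Bhlha15 (here 1.98e-05), 1.99e-04 for Rbpjl (here 9.86e-06) and 2.68e-05 for Ptf1a (here 6.85e-07). The progenitor factors have paper p-values of 2.67e-09 for Pdx1 (here 4.55e-12), 1.36e-07 for Onecut1 (here 1.26e-09), 1.59e-07 for Nkx6-1 (here 1.14e-09), 1.55e-06 for Hnf4a (here 1.87e-08), 1.26e-04 for Gata4 (here 6.83e-06) and 8.68e-05 for Hhex (here 4.69e-06). In Table 2, the paper's p-values for genes of the stomach and intestine are 3.54e-09 for Lgr5 (here 5.37e-12), 3.96e-06 for Gata5 (here 8.40e-08), 5.21e-04 for Pitx1 (here 5.62e-05), 3.32e-05 for Cdx2 (here 2.64e-06), 3.29e-03 for Sox2 (here 7.17e-04) and 7.74e-05 for Barx1 (here 4.39e-06). For genes of the gut mesenchyme and smooth muscle the paper prints 4.03e-07 for Foxf2 (here 1.99e-09), 1.18e-08 for Foxf1 (here 3.22e-11), 3.47e-06 for Foxl1 (here 1.79e-07), 2.25e-06 for Myocd (here 4.63e-08), 1.67e-06 for Acta2 (here 4.43e-08) and 1.72e-04 for Nkx2-3 (here 1.35e-05). In Fig 5C, read by eye, the paper's p-values are about 1.1e-7 for Shh (here 1.09e-09), about 2.1e-7 for Gli1 (here 2.55e-09), about 4.8e-7 for Ptch1 (here 7.32e-09), about 3.4e-3 for Hhip (here 7.58e-04), about 4.7e-4 for Gli3 (here 1.29e-04) and about 1.2e-3 for Ihh (here 2.14e-04).

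With all rows of the table in the fit, an alternative set before the data were examined, 36 of the 39 unadjusted p-values equal the paper's to the digits printed. The other 3 do not: Onecut1 has 2.29e-07 in that fit, Foxl1 7.47e-06 and Myt1 2.02e-06, and the value the paper prints for Myt1 equals the adjusted p of that fit, 4.40e-04. Among the other alternatives, the replicate block brought 10 p-values to within 1.5 times of the paper's, fits without 1 array 1 to 7 (Foxl1 without control replicate 1 or 3), and centring on the housekeeping genes 2, while the other scalings, the filters on level, the mean of all rows of a gene, the trended prior, array weights and the other thresholds brought none. For Onecut1 and Myt1 no alternative came within 1.5 times.

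Some statements of the paper rest on other measurements at the same stage or later. Sox9 is reported as reduced by RT-PCR, and on the arrays its log2 change was -0.33 (standard error 0.13, adjusted p = 0.14 from limma), while Hhex, Nkx2-2, Nkx6-1 and Pdx1 of the same panel passed the test. Ccnd2 is reported as increased by RT-PCR, and its log2 change was 0.40 (standard error 0.12, adjusted p = 0.0549 from limma), while the other 5 genes of that panel were higher. Sox9 and Ccnd2 both passed under the alternative without adjustment. Proliferating cells are reported as more frequent from staining, and Mki67 had a log2 change of -0.05 (standard error 0.11, adjusted p = 0.843), while 3 of 23 cell cycle genes were higher and none was lower (6 higher when adjusted over the list alone), with a median of 0.22 and a camera adjusted p = 0.00126 (adjusted p = 0.274 with an estimated correlation). E-cadherin localization is reported as unaffected, and the level of its gene Cdh1 had a log2 change of -1.68 (standard error 0.13, adjusted p = 1.51e-05). Stainings of newborn tissue showed gastric and intestinal mucins, and at E13.5 Muc5ac and Muc2 had log2 changes of 0.07 and 0.04 that did not pass.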

Other observations

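Apart from the lists without the study's own genes and the genes named so, no test of this part was chosen after its result was seen. Of 24 Wnt target and feedback genes, 16 were higher in the mutant pools, 2 were lower and 6 did not pass (17 higher and 3 lower when adjusted over the list alone), with a median log2 change of 0.83 and a camera adjusted p = 1.55e-09 (adjusted p = 0.139 with an estimated correlation). Without the genes that the study chose, an alternative added after the data were seen, 11 of 18 were higher and 2 were lower (11 and 3 when adjusted over the list alone), and no test here tells signaling within cells from a changed make-up of the pools. Sp5, a direct Wnt target, rose 7.14-fold (log2 change 2.83, standard error 0.13, adjusted p = 5.93e-07 from limma, n = 3 pools per genotype), and Axin2, the feedback inhibitor used as a readout of the pathway, rose 2.76-fold (1.47, standard error 0.12, adjusted p = 2.94e-05). The 2 that were lower were Ascl2 (-0.71) and Tbx3 (-0.43), and Tbx3 lost its call without any 1 array (adjusted p from 0.052 to 0.181) and with median centring. Of the 6 genes that Fig 1O gives for RT-PCR, 5 were higher on the arrays, and of the 5 genes of Fig 1N 4 were lower. Beyond the list counts of FGF and BMP signaling, Etv5 (2.28, standard error 0.13, with 2.51 on its further row), Etv4 (1.54, standard error 0.12) and Dusp6 (1.40, standard error 0.11), which FGF signaling induces, rose together with the ligand gene Fgf10 (1.45, standard error 0.15), while the receptor genes Fgfr4 (-1.38, standard error 0.11), Fgfr2 (-0.79, standard error 0.12) and Fgfr3 (-0.61, standard error 0.10) fell. Of the BMP genes, Fst (1.75, standard error 0.16), Msx1 (1.70, standard error 0.12) and Id3 (1.48, standard error 0.16) rose and Bmp7 fell (-0.63, standard error 0.10).

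Lists of the Notch and retinoic acid pathways and of Hox genes did not pass the camera test at an adjusted p of 0.05. Of 20 Notch pathway genes, 2 were higher, 6 were lower and 12 did not pass (4 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.218, adjusted p = 0.54 with an estimated correlation), with Nrarp at -1.27 (standard error 0.13), Notch2 at -1.05 (standard error 0.12) and Hey2 at 1.10 (standard error 0.12). Of 13 retinoic acid genes, 5 were higher, 1 was lower and 7 did not pass (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0743, adjusted p = 0.244 with an estimated correlation), with Rbp4 at -3.08 (standard error 0.11) and Crabp1 at 1.12 (standard error 0.13). Of 14 anterior Hox genes, 4 were higher, 3 were lower and 7 did not pass (4 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.863, adjusted p = 0.94 with an estimated correlation): Hoxb5 (0.73, standard error 0.11) and Hoxb2 (0.73, standard error 0.10) rose, Hoxc5 (-0.76, standard error 0.15) and Hoxa5 (-0.53) fell, and Hoxd3 (-0.45) lost its call without control replicate 1 or mutant replicate 1 (adjusted p = 0.0764 and 0.0903) and with all rows in the fit, as did Hoxc5. None of 11 middle Hox genes (Hoxa6 -0.35, adjusted p = 0.0943, camera adjusted p = 0.229, adjusted p = 0.614 with an estimated correlation) and none of 12 posterior Hox genes (Hoxa10 0.26, adjusted p = 0.157, camera adjusted p = 0.0567, adjusted p = 0.28 with an estimated correlation) passed the limma test, over all genes or when adjusted over the list alone.

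Of 23 cell cycle genes, 3 were higher, none was lower and 20 did not pass (6 higher when adjusted over the list alone), with a median log2 change of 0.22 and a camera adjusted p = 0.00126 (adjusted p = 0.274 with an estimated correlation). Birc5 rose by 0.44 (standard error 0.09), and Aurka and Cdk1 lost their calls without single arrays, Cdk1 without any of the 6 (adjusted p from 0.0624 to 0.172) and Aurka without control replicate 1 or 3 or mutant replicate 1 or 3 (adjusted p from 0.0508 to 0.0773). Of 14 hypoxia genes, 6 were higher, 2 were lower and 6 did not pass (7 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0751, adjusted p = 0.377 with an estimated correlation), with Egln3 at 1.73 (standard error 0.11), Car9 at -1.64 (standard error 0.27) and Ndrg1 at -1.60 (standard error 0.11). Of 13 p53 target genes, 2 were higher, 3 were lower and 8 did not pass (4 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.596, adjusted p = 0.656 with an estimated correlation), with Plk2 at -1.43 (standard error 0.10) and Sesn2 at -0.97 (standard error 0.10). Of 14 basement membrane genes, 3 were lower and 11 did not pass (3 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.102, adjusted p = 0.535 with an estimated correlation), with Lamc1 at -0.68 (standard error 0.12).

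Among blood cells, 1 of 11 erythroid genes was higher and 1 was lower (1 and 1 when adjusted over the list alone, camera adjusted p = 0.987, adjusted p = 0.995 with an estimated correlation), with Epb42 at -1.41 (standard error 0.16) and the most abundant, Hbb-y, at -0.10 (adjusted p = 0.726). The higher gene, Hbb-bh1 (0.59, standard error 0.15), lost its call without control replicate 1 or 2 or mutant replicate 1 or 2 (adjusted p from 0.0622 to 0.0833). Of 16 macrophage and leukocyte genes, 2 were higher, 1 was lower and 13 did not pass (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.406, adjusted p = 0.806 with an estimated correlation), with Coro1a at 0.60 (standard error 0.10) and the most abundant, Laptm5, at 0.23 (adjusted p = 0.273). Cd53, also higher (0.59, standard error 0.14), lost its call without control replicate 1 or 3 or any 1 mutant pool (adjusted p from 0.0523 to 0.0613). Of 5 genes of the spleen primordium, 2 were higher, Barx1 and Nkx2-5 (0.65, standard error 0.11), which are also on the list of gut regulators, and 1 was lower (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.218, adjusted p = 0.401 with an estimated correlation), Wt1 (-0.52), which lost its call without any 1 control pool or without mutant replicate 1 (adjusted p from 0.0673 to 0.0928). Of 15 immediate early and heat shock genes 1, Atf3 (0.52, standard error 0.11), was higher and 14 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.39, adjusted p = 0.54 with an estimated correlation).

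Of 4 sex-linked genes, Xist was lower (log2 change -1.29, standard error 0.23, adjusted p = 0.00361 from limma; 1 lower when adjusted over the list alone) and Kdm5d, Eif2s3y and Uty had log2 changes of 1.14, 1.27 and 1.61 that did not pass (adjusted p = 0.237, 0.4 and 0.247), and the sex of the pooled embryos is not given in the sources used here. The camera adjusted p of this list was 0.863 (adjusted p = 0.94 with an estimated correlation), and its median, 1.21, and mean, 0.68, are both above 0. Xist and the Y-linked genes Kdm5d, Eif2s3y and Uty changed in opposite directions, so a test for a shared direction cannot decide here. Whether the pools of the 2 genotypes differed in sex make-up stays open. Of 7 housekeeping genes 1, B2m (0.35, standard error 0.10), was higher and 6 did not pass (1 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.418, adjusted p = 0.54 with an estimated correlation), and B2m lost its call without control replicate 1 or 3 or any 1 mutant pool (adjusted p from 0.0599 to 0.162). The medians of the Notch, anterior Hox, erythroid, intestinal and p53 lists lie near 0 and change sign between the scalings.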
